# Inhibition of histone methyltransferase G9a attenuates liver cancer initiation by sensitizing DNA-damaged hepatocytes to p53-induced apoptosis

**DOI:** 10.1038/s41419-020-03381-1

**Published:** 2021-01-19

**Authors:** Takuma Nakatsuka, Keisuke Tateishi, Hiroyuki Kato, Hiroaki Fujiwara, Keisuke Yamamoto, Yotaro Kudo, Hayato Nakagawa, Yasuo Tanaka, Hideaki Ijichi, Tsuneo Ikenoue, Takeaki Ishizawa, Kiyoshi Hasegawa, Makoto Tachibana, Yoichi Shinkai, Kazuhiko Koike

**Keywords:** Liver cancer, Apoptosis, Gene silencing, Liver cancer, Experimental models of disease

## Abstract

While the significance of acquired genetic abnormalities in the initiation of hepatocellular carcinoma (HCC) has been established, the role of epigenetic modification remains unknown. Here we identified the pivotal role of histone methyltransferase G9a in the DNA damage-triggered initiation of HCC. Using liver-specific *G9a*-deficient (*G9a*^ΔHep^) mice, we revealed that loss of G9a significantly attenuated liver tumor initiation caused by diethylnitrosamine (DEN). In addition, pharmacological inhibition of G9a attenuated the DEN-induced initiation of HCC. After treatment with DEN, while the induction of γH2AX and p53 were comparable in the *G9a*^ΔHep^ and wild-type livers, more apoptotic hepatocytes were detected in the *G9a*^ΔHep^ liver. Transcriptome analysis identified Bcl-G, a pro-apoptotic Bcl-2 family member, to be markedly upregulated in the *G9a*^ΔHep^ liver. In human cultured hepatoma cells, a G9a inhibitor, UNC0638, upregulated BCL-G expression and enhanced the apoptotic response after treatment with hydrogen peroxide or irradiation, suggesting an essential role of the G9a-Bcl-G axis in DNA damage response in hepatocytes. The proposed mechanism was that DNA damage stimuli recruited G9a to the p53-responsive element of the *Bcl-G* gene, resulting in the impaired enrichment of p53 to the region and the attenuation of Bcl-G expression. G9a deletion allowed the recruitment of p53 and upregulated Bcl-G expression. These results demonstrate that G9a allows DNA-damaged hepatocytes to escape p53-induced apoptosis by silencing Bcl-G, which may contribute to the tumor initiation. Therefore, G9a inhibition can be a novel preventive strategy for HCC.

## Introduction

Hepatocellular carcinoma (HCC) accounts for the majority of primary liver cancers and is the fourth most common cause of cancer-related deaths worldwide^1^. HCC occurs due to a variety of risk factors, including viral hepatitis, alcoholic and nonalcoholic fatty liver disease, carcinogen exposure, and metabolic liver diseases. Despite recent advances in the pathophysiology and treatment of HCC, the overall prognosis remains poor. A better understanding of the mechanisms of hepatocarcinogenesis will provide novel and efficacious targets for treatment of HCC.

HCC develops through a complex multistep process in which various genomic abnormalities are acquired. In addition to genetic alterations, accumulating evidence has highlighted the key role of epigenetic dysregulation in liver cancer pathogenesis^2^. Consistently, recent genome analysis has revealed a high number of genetic disturbances in the genes related to epigenetics in HCC^3,4^. Global DNA hypomethylation and promoter hypermethylation of specific tumor suppressor genes are well-characterized epigenetic changes in human carcinogenesis^5^. In addition to DNA methylation, aberrant expression of histone modifiers has also been implicated in the tumor development. Histone methylation critically determines the chromosomal structure as well as accessibility to transcription factors.^6^ Disturbances in histone methylation associate with HCC development^7–9^. Therefore, modulating the enzymatic activities of histone modifiers might be a potential therapeutic strategy to prevent HCC.

G9a (also known as euchromatic histone-lysine N-methyltransferase 2, EHMT2) is a SET domain-containing protein that catalyzes specifically the di-methylation of histone 3 lysine 9 (H3K9me2), which is a prominent epigenetic marker of transcriptional repression^10^. G9a plays important roles in diverse cellular processes, such as proliferation, differentiation, senescence, and autophagy^11^. The dysregulation of G9a and aberrant levels of H3K9me2 are involved in different types of human cancers^12–15^. As for HCC, G9a promotes tumor progression by silencing tumor suppressor genes or enhancing epithelial-mesenchymal transition^16,17^, and its inhibition reduces tumor aggressiveness^18,19^. In contrast, how G9a contributes to the development or initiation of HCC has not yet been investigated in vivo.

In chronic hepatic injury caused by viral infection or excessive fat accumulation, DNA damage from produced reactive oxygen species is a critical pathogenic factor for liver carcinogenesis^20^. Given the role of G9a for DNA damage repair and cell survival^21^, we hypothesized that G9a might be involved in DNA damage-induced liver cancer initiation. In this study, we demonstrate that liver-specific *G9a*-deficient (*G9a*^ΔHep^) mice suppress HCC development triggered by diethylnitrosamine (DEN) and the pivotal role of G9a in DNA damaged hepatocytes.

## Results

### G9a is frequently upregulated in human HCC

First, we analyzed the expression levels of histone modifiers from 373 HCC cases identified in The Cancer Genome Atlas (TCGA) dataset. From the 82 identified histone modifiers, many histone methyltransferases were upregulated; consistent with previous papers, *SETDB1* was the most significantly upregulated^9,22^ (Figs. 1A, S1). *G9a* was also identified as one of the most upregulated genes, with high expression levels (Z-score > 2) in 16.6% (62/373) of the cases (Fig. 1A). Expression levels of *G9a* were not significantly different among etiologies but rather tended to increase according to the pathological malignancy grade of HCC (Fig. 1B). *G9a* expression was also higher in many HCC cell lines than in normal hepatocytes (Fig. 1C). In addition, in an original cohort consisting of 40 pairs of HCC and adjacent NT livers in our institution, we successfully validated the upregulation of G9a in HCC compared with NT livers in almost half of the cases (Fig. 1D). In the TCGA cohort, copy number gain of *G9a* gene was detected in 4.29% (16/373) of the cases, and it was positively correlated with higher *G9a* mRNA expression levels (Fig. 1E). These data confirm the hypothesis that accumulated genomic alterations in advanced HCC are linked to *G9a* upregulation as well as *SETDB1*^16,22^, and highlight the pathological significance of G9a in HCC. Of note, given the enzymatic roles of G9a and SETDB1 related to H3K9 methylation, the above findings suggest the molecular significance of H3K9 methylation in HCC pathogenesis. In contrast, however, the involvement of G9a and its H3K9 methylation activity in hepatocarcinogenesis in vivo remains unclear. Thus, we next examined the significance of G9a in liver tumor development using liver-specific *G9a*-deficient (*G9a*^ΔHep^) mice.

**Fig. 1:**
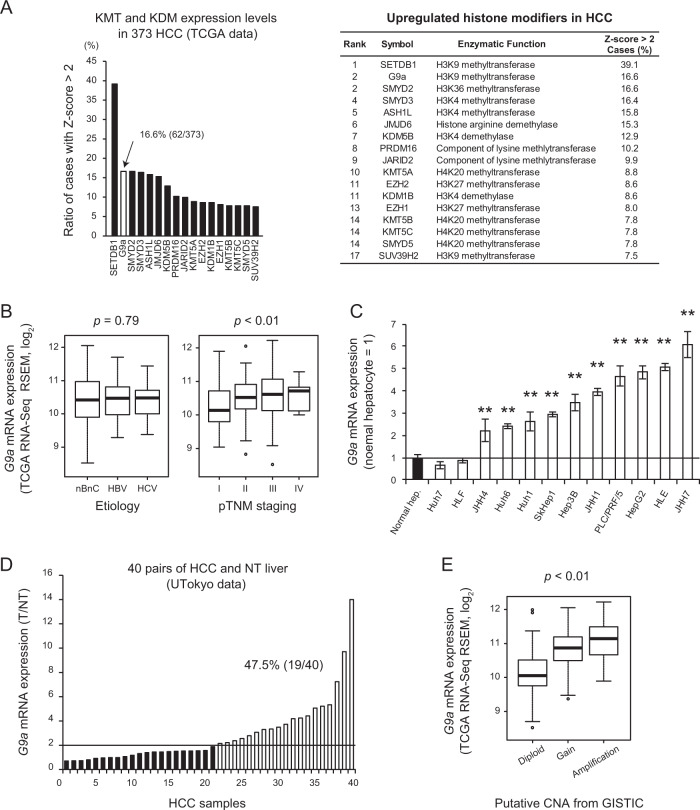
*G9a* is highly expressed in human HCC. **A** Relative expression levels of histone-lysine methyltransferase (KMT) and demethylase (KDM) in hepatocellular carcinoma using The Cancer Genome Atlas (TCGA) data set. **B** *G9a* expression is comparable among etiologies (nBnC, *n* = 180; HBV, *n* = 97; HCV, *n* = 49; *p* = 0.79, one-way ANOVA) and increases according to the pTNM stage in the TCGA cohort (Stage I, *n* = 171; II, *n* = 85; III, *n* = 85; IV, *n* = 5; *p* < 0.01, one-way ANOVA). The top and bottom boxes represent the first and third quartiles, respectively. The thick line inside each box represents the median. Whiskers represent 1.5 interquartile ranges from the hinges. Open circles represent outliers. **C** *G9a* is upregulated in many HCC cell lines. Data are mean ± SEM from three independent experiments. **p < 0.01, Student’s *t* test. **D** *G9a* expression levels in 40 pairs of HCC (T) and surrounding non-tumorous (NT) liver obtained in our institution. *G9a* expression level is more than double in the tumor in 19 of 40 cases (47.5%). **E** *G9a* gene copy number is positively correlated with mRNA expression levels in the TCGA data set (*p* < 0.01, one-way ANOVA).

### Loss of G9a attenuates liver tumorigenesis in a carcinogen-induced HCC model

*G9a*^ΔHep^ mice were established by crossing *G9a*^flox/flox^ mice with albumin-Cre transgenic mice. To confirm efficient deletion of G9a in hepatocytes, the expression levels of G9a protein were measured in whole liver and isolated primary hepatocytes. Deletion of G9a was confirmed in *G9a*^ΔHep^ mouse hepatocyte, while residual G9a expression was detected in the whole liver lysate of *G9a*^ΔHep^ mice, probably from nonhepatocyte fractions (Fig. 2A). Immunohistochemistry revealed that H3K9me2 levels in *G9a*^ΔHep^ mouse hepatocytes nuclei decreased significantly, suggesting the critical role of G9a in the H3K9me2 modification (Fig. 2B). *G9a*^ΔHep^ mice lineage was consistent with Mendel’s laws of inheritance, and there were no significant issues with their growth. As for the liver, there were no differences in liver weight or histology between *G9a*^ΔHep^ and wild-type (WT) mice (Fig. 2B).

**Fig. 2:**
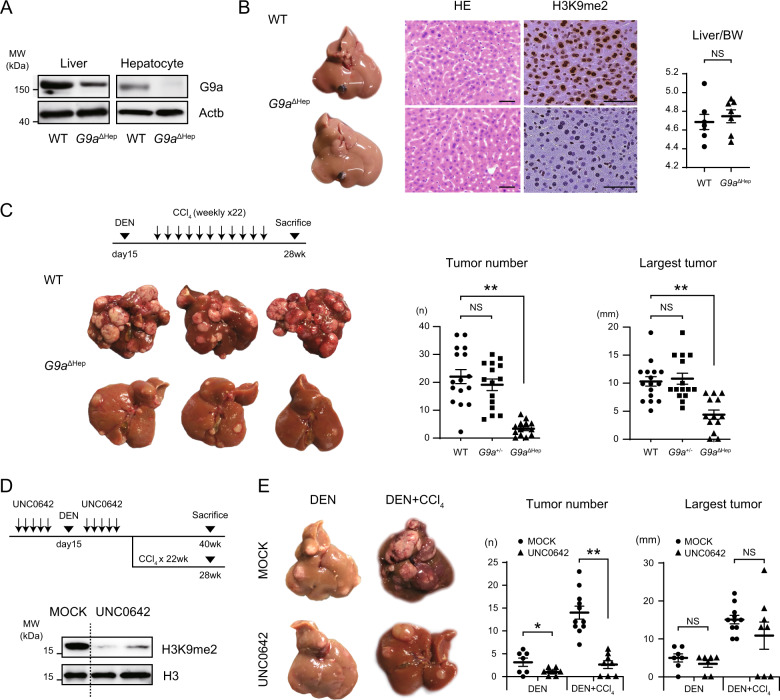
*G9a* inhibition attenuates DEN-induced hepatocarcinogenesis. **A** G9a deletion is confirmed using immunoblotting of liver lysates and isolated primary hepatocytes. **B** Representative macro- and micro-images of the liver and liver/body weight (BW) ratio of 30-week-old mice. There is no obvious difference between wild-type (WT) and *G9a*^ΔHep^ livers, but H3K9me2 levels are markedly attenuated in the *G9a*^ΔHep^ hepatocytes. Scale bars, 50 µm; each, *n* = 7; NS not significant, Student’s *t* test. **C** WT and *G9a*^ΔHep^ mice are subjected to diethylnitrosamine (DEN) (25 mg/kg i.p.) at day 15 postpartum, followed by 22 injections of carbon tetrachloride (CCl_4_) (0.5. mL/kg i.p.) per week and euthanized 6.5 months after DEN administration. Liver tumor development is significantly attenuated in *G9a*^ΔHep^ mice (WT, *n* = 16; *G9a*^+/−^, *n* = 15; *G9a*^ΔHep^, *n* = 13; **p < 0.01, NS not significant, Student’s *t* test). **D** Immunoblots using liver lysates after five sequential days of UNC0642 injection reveal that G9a inhibitor successfully reduces H3K9me2 levels in the liver. **E** UNC0642 treatment significantly attenuates DEN-induced liver tumor development (DEN/MOCK, *n* = 7; DEN/UNC0642, *n* = 7; DEN + CCl_4_/MOCK, *n* = 11; DEN + CCl_4_/UNC0642, *n* = 8; *p < 0.05, **p < 0.01, NS not significant, Student’s *t* test).

To address the role of G9a in liver carcinogenesis, we injected a combination of DEN and hepatotoxin carbontetrachloride (CCl_4_) solution into WT and *G9a*^ΔHep^ mice. The chemical carcinogenic model mimics chronic inflammation and fibrosis of the human liver, and the developed tumor has the characteristics of human HCC^23^. In the inflammation-related liver-tumorigenic setting, *G9a*^ΔHep^ mice displayed a profound reduction in tumor number and size (Fig. 2C). *G9a*^ΔHep^ mice did not show significant changes in the pathology, proliferation, and apoptosis of the barely formed tumors (Fig. S2A), which leads us to suggest that *G9a* is critical in the initial stage of liver tumorigenesis. Supportive of this notion, decreased liver tumor initiation in *G9a*^ΔHep^ mice was also observed under a purely genotoxic carcinogenic protocol without inflammation, namely, simple DEN administration without CCl_4_ injection (Fig. S2B).

To confirm the tumor-initiating role for G9a, we investigated the effects of pharmacological inhibition of G9a in the above in vivo settings. Treatment with the G9a inhibitor UNC0642 effectively reduced H3K9me2 levels in liver cells (Fig. 2D). Notably, treatment with UNC0642 resulted in significant attenuation of DEN-induced liver tumor development, regardless of subsequent CCl_4_ administration (Fig. 2E). In contrast, the size of largest tumors was not efficiently affected by the administration of UNC0642 for 10 days, suggesting that the inhibition of G9a may predominantly affect the tumor initiation. These findings support our hypothesis that the enzymatic function of G9a is involved in the liver tumor initiation following DEN administration.

### G9a deletion induced apoptosis in DNA-damaged hepatocytes

DEN, a DNA-damaging carcinogen, is metabolized and activated to form DNA adducts mainly in Cyp2E1-expressing pericentral hepatocytes^24^. DNA damage caused by DEN is a significant factor for subsequent HCC development^25^. To assess the implication of G9a in DNA damage-triggered tumor initiation, both WT and *G9a*^ΔHep^ mice were injected with a higher dose of DEN and were euthanized 48 h post-injection. Expression of the G9a protein was predominantly observed around the central vein in WT hepatocytes after DEN administration (Fig. 3A), suggesting that G9a is upregulated in DNA-damaged hepatocytes. Although the levels of DNA damage, detected by γH2AX staining and p53 induction, were identical in WT and *G9a*^ΔHep^ mice livers, higher numbers of cleaved-Caspase 3-positive hepatocytes were observed around the central vein in *G9a*^ΔHep^ mice than in WT mice (Fig. 3A). The serum levels of alanine aminotransferase (ALT) after DEN injection were markedly higher in *G9a*^ΔHep^ mice than in WT mice (Fig. 3B). To exclude the possibility that the chemical activity of DEN was enhanced by G9a deletion, we examined the expression of *Cyp2e1*. As reported previously, *Cyp2e1* was downregulated after DEN treatment in WT mice liver^26^. As we did not observe any significant difference in *Cyp2e1* levels between WT and *G9a*^ΔHep^ liver, we suggest that G9a deletion affects the cellular response against DEN-induced DNA damage, but not the chemical activity of DEN, in pericentral hepatocytes (Fig. 3C).

**Fig. 3:**
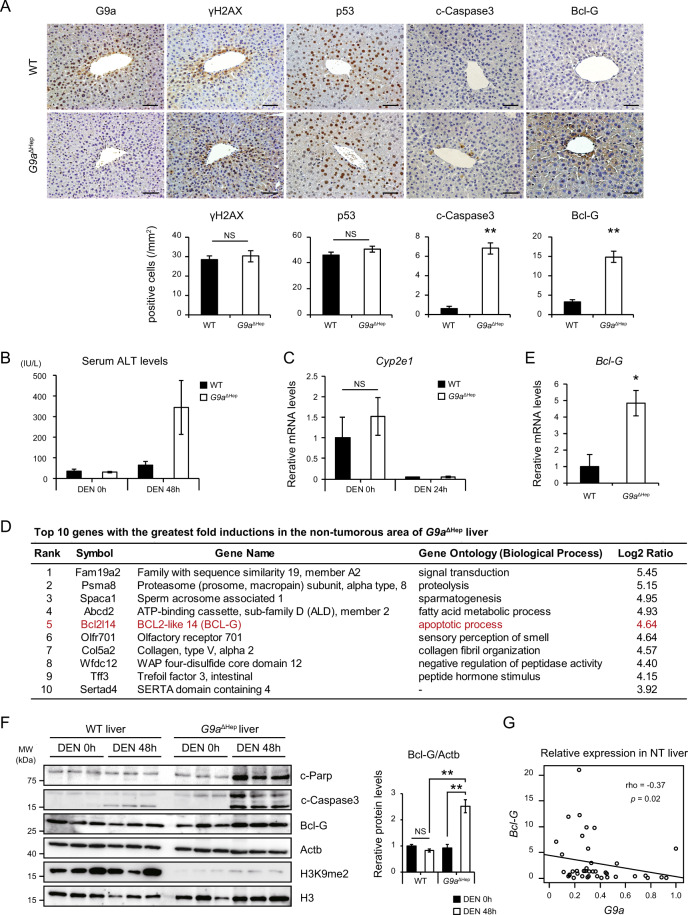
*G9a* protects hepatocytes against apoptosis after a high dose of DEN. **A** Immunohistochemical analysis of the mice liver 48 h after administering a high dose of diethylnitrosamine (DEN) (100 mg/kg i.p.). G9a is upregulated after DEN administration, and cleaved-Caspase 3 induction occurs only in the *G9a*^ΔHep^ liver, whereas γH2AX and p53 levels are comparable between wild-type (WT) and *G9a*^ΔHep^ livers. Bcl-G expression is elevated in the pericentral hepatocytes of *G9a*^ΔHep^ mice. Scale bars, 50 µm. The number of positive hepatocytes is shown in the graph below (**p < 0.01, NS not significant, Student’s *t* test). **B** Serum ALT levels are significantly elevated in *G9a*^ΔHep^ mice 48 h after administering a high dose of DEN. Data are represented as mean ± SEM (WT/DEN0h, *n* = 4; *G9a*^ΔHep^/DEN0h, n = 3; WT/DEN48h, *n* = 5; *G9a*^ΔHep^/DEN48h, *n* = 3). **C** *Cyp2e1* expression, as assessed by qRT-PCR, is comparable between WT and *G9a*^ΔHep^ livers (each, *n* = 3; NS not significant, Student’s *t* test). **D** Top 10 upregulated genes in the non-tumorous area of *G9a*^ΔHep^ liver are listed. **E** qRT-PCR analysis validates *Bcl-G* upregulation in the *G9a*^ΔHep^ liver (*p < 0.05, Student’s *t* test). **F** Immunoblots reveal increased Bcl-G, cleaved-PARP, and cleaved-Caspase3 protein levels in the *G9a*^ΔHep^ liver 48 h after high-dose DEN administration. Right graph shows relative protein level of Bcl-G (each, *n* = 3; **p < 0.01, NS not significant, Student’s *t* test). **G** Relative expression levels of *G9a* and *BCL-G* in human non-tumorous (NT) liver obtained in our institution. *BCL-G* expression is negatively correlated with *G9a* expression. (rho = −0.37, *p* = 0.02, Spearman’s rank correlation coefficient).

Given the epigenetic function of G9a as a transcriptional repressor, we hypothesized that G9a might regulate the expression of genes which determine cellular responses under DNA damage. To identify such genes regulated by G9a, comprehensive gene expression profiles of NT areas were analyzed in WT and *G9a*^ΔHep^ livers. 

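*Ehmt2*, the gene that encodes G9a, had a signal of 566 ± 105 (SD, n = 2) in WT liver and 169 ± 7.33 (SD, n = 2) in *G9a* ΔHep liver at the probe set that was detected. It was called Present on both WT arrays and Absent on both *G9a* ΔHep arrays, so that it was at least 3.33-fold higher in WT liver (log2 fold change -1.73, SE 0.23, adjusted p = 0.063 from limma). The other *Ehmt2* probe set was Absent on all 4 arrays, and the position of both probe sets relative to the deleted exons was not determined here. The difference is therefore a check of the labels only if the detected probe set lies within them. The RNA came from non-tumorous areas of the liver of 2 WT mice, which carried *Alb-Cre* and intact *G9a*, and of 2 *G9a* ΔHep mice, in which Cre recombinase under the albumin promoter deletes the floxed gene in hepatocytes. All were 30 weeks old and had received 25 mg/kg DEN at 15 days of age and then 22 injections of 0.5 ml/kg CCl_4_, a hepatotoxin that causes repeated injury. Each RNA was hybridised to 1 GeneChip Mouse Genome 430 2.0 array with 45101 probe sets. The authors' deposited values are MAS5 signals, a background-corrected intensity on a linear scale, with a detection call for each probe set. The trimmed mean signal was 500.0 on each of the 4 arrays, so the signals were taken as already scaled and no further normalization was applied. Of the probe sets, 41.9% and 41.3% were called Present on the WT arrays and 43.9% and 42.8% on the *G9a* ΔHep arrays. The lowest Present signal of an array was 16 to 21.1. Where neither array of a group was called Present, its signals were raised to that level if they lay below it. The fold is then given as at least the smaller of the ratios of arithmetic and of geometric group means. It is a bound only relative to that lowest Present signal. The 95% quantile of Absent signals was 170.5 to 181.1 over the arrays. An Absent gene can therefore lie above that lowest signal, and its true fold below the value given. Differences were tested with limma on log2 signals for the 10350 genes with a probe set that names 1 gene and is Present on at least 2 arrays, each gene at its brightest such probe set, with Benjamini-Hochberg adjustment. The model and 30 gene lists were chosen before the data were examined, and so were the alternative settings except ratios of single arrays and the second *Bcl2l14* probe set. With 2 mice per group, an exact permutation test cannot give a two-sided p below 0.33, and the number of arrays limits the precision.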

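In *G9a* ΔHep liver, 33 of the 10350 genes were higher than in WT liver and 7 were lower at an adjusted p under 0.05 from limma. Of the higher genes, 24 were Present on all 4 arrays, and they included *Col5a2*, a fibrillar collagen, *Anxa13*, an annexin, *Asns*, the asparagine synthetase, and *Hamp2*, a hepcidin. The lower genes were *Clec2h*, *Cyp2c37*, *Kyat3*, *H2-Q10*, *Ugt2a3*, *Grhpr* and *Etnppl*. The signal of *Anxa13* was 410 ± 285 (SD, n = 2) in WT and 6745 ± 1162 (SD, n = 2) in *G9a* ΔHep liver, a log2 fold change of 4.23 (SE 0.48, adjusted p = 0.0361). *Asns* had a log2 fold change of 3.53 (SE 0.40, adjusted p = 0.0361), and *Bhlhb9* one of 3.25 (SE 0.26, adjusted p = 0.0262). Without the second WT array the values were 3.45 for *Anxa13* and 2.89 for *Asns*. 2310057J18Rik, *Enho*, which encodes the peptide adropin, and the serine protease *Tmprss4* were Absent on both WT arrays and at least 116-fold, 10.5-fold and 7.99-fold higher in *G9a* ΔHep liver (adjusted p = 0.0361, 0.0361 and 0.0283). The first of these had signals of 6122 and 835.5 on the *G9a* ΔHep arrays and was at least 42.8-fold higher when the first *G9a* ΔHep array was left out. It did not pass without that array or without either WT array. Among the genes that fell, *Cyp2c37*, a pericentral cytochrome P450, went from 12330 ± 2751 to 1429 ± 479 (SD, n = 2 each), a log2 fold change of -3.13 (SE 0.26, adjusted p = 0.0262). *Clec2h* had a log2 fold change of -3.18 (SE 0.31, adjusted p = 0.0311) and *Kyat3* of -2.18 (SE 0.21, adjusted p = 0.0311). That of *H2-Q10*, a class I major histocompatibility gene expressed in liver, was -1.30 (SE 0.10, adjusted p = 0.0262). *H2-Q10* is the 1 called gene among the 100 tested genes on each side of *Ehmt2*, so a strain difference near the floxed allele stays open for it.
The medians of the gene lists were smaller in size than the differences of the genes named above. Of 25 genes of fatty acid and sterol synthesis, 1 was higher, *Sqle*, the squalene epoxidase of cholesterol synthesis (log2 fold change 2.07, adjusted p = 0.0311), and none was lower (5 higher when adjusted over the list alone). The median of this list was 0.30, and 0.19 without the first *G9a* ΔHep array. Its adjusted p was 0.000293 from limma's camera at a preset correlation and 0.613 with an estimated correlation. The latter test rests on 2 residual degrees of freedom, so failing it cannot show that correlation between genes undoes a result. None of 24 genes of fatty acid oxidation passed the test (4 were higher when adjusted over the list alone, *Cyp4a31*, *Acot2* and *Acot1* among them), while 22 lay above 0 and the median was 0.17 (camera, adjusted p = 0.000966, and adjusted p = 0.742 with an estimated correlation); without the first WT array the median was 0.05. Of 20 genes of bile acid synthesis and transport, none passed (adjusted over the list alone, 1 was higher and 2 were lower, namely *Slco1a4*, *Nr0b2* and *Baat*), and the median was -0.16 (adjusted p = 0.0125, and adjusted p = 0.613 with an estimated correlation). Of 20 periportal genes, *Etnppl* was lower and none was higher (2 higher and 5 lower when adjusted over the list alone), with a median of -0.06 (adjusted p = 0.0125, and adjusted p = 0.613 with an estimated correlation). The periportal median was -0.20 and -0.07 without the first and second WT array. It was -0.09 and -0.17 without the first and second *G9a* ΔHep array. Among 24 pericentral genes, *Cyp2c37* was lower and none was higher (1 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.702, and fry's mixed test, adjusted p = 0.0104, with a median of 0.04 and a mean of -0.13). None of 23 hepatocyte identity genes passed, over all genes or adjusted over the list alone (median -0.08, camera adjusted p = 0.0775), among them *Cps1* (-0.23) and *Foxa2* (0.31). The hepatocyte identity list passed camera's test after centring of each array on its median (median -0.11, adjusted p = 0.0228). It did not after quantile normalization (adjusted p = 0.869), nor with an estimated correlation and no centring (adjusted p = 0.837). The median of the hepatocyte identity list was -0.03 and -0.10 without the first and second WT array. It was -0.15 without the first *G9a* ΔHep array and 0.02 without the second.
The median was 0.46 for 23 markers of macrophages and Kupffer cells, of which 22 lay above 0 (adjusted p = 0.000293, and adjusted p = 0.742 with an estimated correlation), and 0.35 for 27 fibrosis genes, which leave out *Col5a2*, of which 24 lay above 0 (adjusted p = 0.00166, and adjusted p = 0.824 with an estimated correlation). No member of these lists passed the test, over all genes or adjusted over the list alone, with log2 fold changes of 0.88 for *Lyz2*, which encodes lysozyme, 1.77 for *Cx3cr1* (0.61 without the second WT array), 1.10 for *Acta2*, the smooth muscle actin of activated stellate cells, and 0.90 for *Col6a3*. *Itgax*, Absent on both WT arrays, was at least 2.24-fold higher. Without the first *G9a* ΔHep array these medians were 0.10 and 0.08, and without the first WT array 0.23 and 0.18. For 8 cholangiocyte markers the median was 0.37, or 0.16 without the second WT array (adjusted p = 0.015, and adjusted p = 0.614 with an estimated correlation), and none passed (1 higher when adjusted over the list alone, *Pkhd1*, with a log2 fold change of 1.96). Of 19 liver tumour and oncofetal genes, *Cyp17a1*, an enzyme of steroid synthesis, was higher (log2 fold change 2.85, adjusted p = 0.0262) and none was lower (3 higher when adjusted over the list alone), with a median of 0.71 (adjusted p = 0.00166, and adjusted p = 0.614 with an estimated correlation), or 0.28 without the first *G9a* ΔHep array. Of 15 proliferation genes, *Ccnd1*, cyclin D1, was higher (log2 fold change 1.51, adjusted p = 0.0361) and none was lower (1 higher when adjusted over the list alone), with a median of 0.23 (adjusted p = 0.0125, and adjusted p = 0.613 with an estimated correlation). Female-biased genes, 13 in number with *Abcd2* left out, had a median of 0.25 (adjusted p = 0.015, and adjusted p = 0.742 with an estimated correlation), *Cyp17a1* being the member that passed (2 higher when adjusted over the list alone). Male-biased genes, 17 in number, had a median of -0.16 (adjusted p = 0.015, and adjusted p = 0.837 with an estimated correlation). None of them passed (1 higher and 4 lower when adjusted over the list alone, *Ugt2b38* at 1.56 and *Keg1* at -1.34 among them). The direction turned when the first WT array was left out (median 0.39), and without the second *G9a* ΔHep array the median was -0.0082. No gene passed, higher or lower, without a mean-variance trend in the model (645 higher and 318 lower at an unadjusted p under 0.05) or by the methods' t-test after Benjamini-Hochberg adjustment. Leaving out 1 array left 8, 8, 9 or 54 higher genes and 0, 0, 6 or 17 lower ones, and *Anxa13*, *Col5a2* and *Hamp2* passed in each of these 4 fits. So did the lists of fatty acid and sterol synthesis, bile acids and liver tumours. Calls on fatty acid oxidation, fibrosis, female-biased and male-biased genes were lost without the first WT array. Those on periportal, cholangiocyte and proliferation genes were lost without the second. Without the first *G9a* ΔHep array, calls on periportal, macrophage, fibrosis and female-biased genes were lost, and without the second, those on cholangiocyte and male-biased genes.

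**Figure D1:**
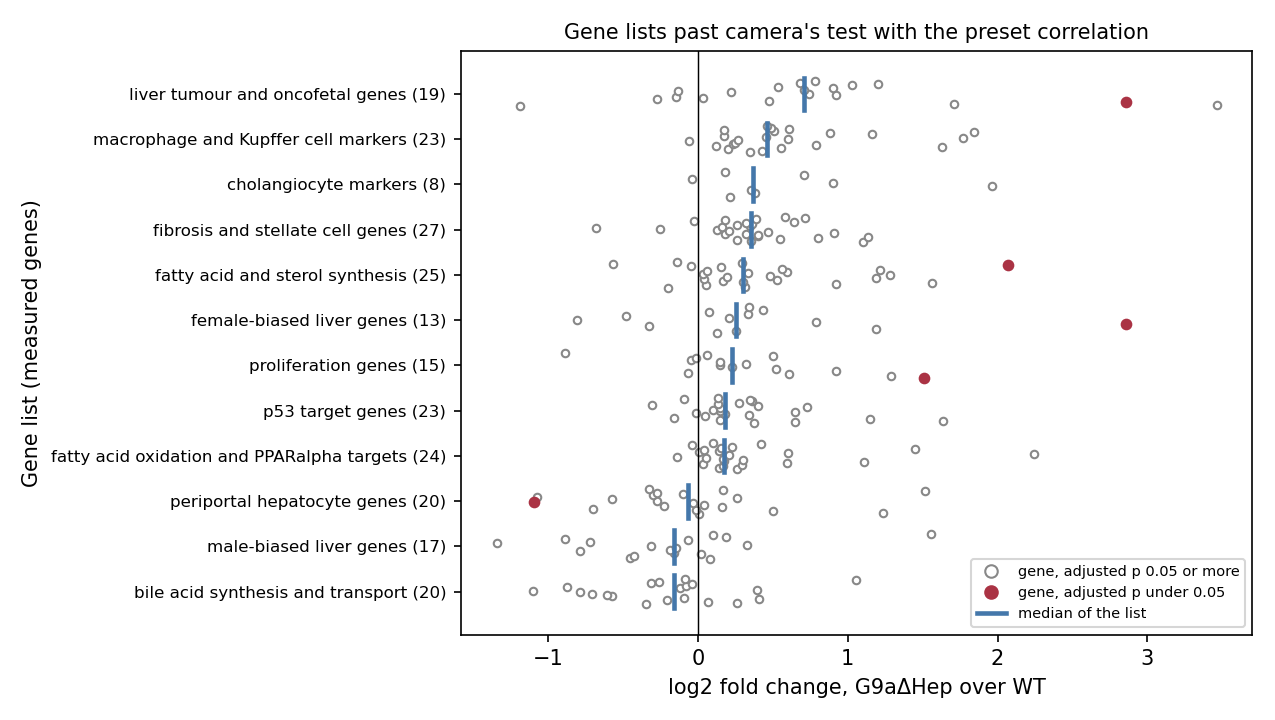
Log2 fold change of each measured gene, *G9a* ΔHep over WT, in the 12 gene lists past camera's test at the preset correlation; each row is a list with its number of measured genes, filled points are genes with an adjusted p under 0.05 and bars are list medians. The medians lie between -0.16 for bile acid synthesis and transport and 0.71 for liver tumour and oncofetal genes.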

Based on the function of G9a as a transcriptional repressor, we focused on the genes upregulated in the *G9a*^ΔHep^ liver. 

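Each of the 10 genes of Fig. 3D had a higher signal on both *G9a* ΔHep arrays than on both WT arrays, and 5 of them passed the test over all genes, *Col5a2*, *Spaca1*, *Tafa2*, *Wfdc12* and *Abcd2*. *Col5a2* had signals of 357 ± 97.3 (SD, n = 2) in WT and 9318 ± 1079 (SD, n = 2) in *G9a* ΔHep liver, a log2 fold change of 4.73 (SE 0.22, adjusted p = 0.00485 from limma). *Spaca1*, an acrosomal protein of sperm, went from 21.0 ± 17.5 to 932 ± 140 (SD, n = 2 each) and was at least 36.3-fold higher in *G9a* ΔHep liver (adjusted p = 0.0361). *Tafa2*, listed under its earlier symbol *Fam19a2* and encoding a small secreted protein, was at least 19.9-fold higher and *Wfdc12*, a whey acidic protein family member, at least 12.5-fold higher (adjusted p = 0.0361 for both), the latter at least 8.3-fold without the first *G9a* ΔHep array. *Abcd2*, a peroxisomal fatty acid transporter, was detected on all 4 arrays and had a log2 fold change of 2.26 (SE 0.27, adjusted p = 0.0435).
The other genes of Fig. 3D did not pass the adjusted test. *Tff3*, a trefoil peptide of mucosal epithelia, had signals of 346 ± 183 in WT and 5754 ± 3776 in *G9a* ΔHep liver (SD, n = 2 each), at least 15.9-fold apart (adjusted p = 0.0718) and at least 8.91-fold without the first *G9a* ΔHep array. *Olfr701*, an olfactory receptor gene, was at least 10.2-fold higher at its detected probe set (adjusted p = 0.0718). Its signals there were 150.8 and 264.1 on the *G9a* ΔHep arrays, where the 95% quantile of Absent signals was 176.8 and 181.1. The other *Olfr701* probe set, Absent on all 4 arrays, had a lower signal in *G9a* ΔHep liver. *Psma8*, a proteasome subunit of the testis, and *Sertad4* were at least 4.06-fold and 3.18-fold higher (adjusted p = 0.46 and 0.474), with WT signals of 65.8 ± 81.2 and 26.5 ± 27.9 (SD, n = 2 each). Without the first WT array, the bound for *Psma8* was 2.38-fold. *Bcl2l14*, the last of the 10, was at least 4.01-fold higher at its brightest probe set. At these probe sets, 8 of the 10 genes were Absent on both WT arrays, and all 10 were Present on both *G9a* ΔHep arrays. Ranked by the difference in mean log2 signal among 18193 genes with no detection filter, each gene at its probe set with the largest difference, *Spaca1*, *Olfr701*, *Col5a2* and *Tafa2* held ranks 2, 4, 5 and 8 and *Bcl2l14* rank 77. Of the 10 genes, 4 were thus among the 10 largest differences, and 1, 0, 2 and 1 without the first WT, second WT, first *G9a* ΔHep and second *G9a* ΔHep array. Such ranks rest on signals near the background, since 3 of these 10 largest were at probe sets Absent on all 4 arrays. Among the 10350 genes Present on at least 2 arrays, 5 were among the 10 largest and *Bcl2l14* had rank 16. Among the 18193 genes, the rank of *Bcl2l14* was 1111 without the first and 44 without the second WT array. It was 134 and 221 without the first and the second *G9a* ΔHep array, and 371 with each gene at its brightest probe set. *Col5a2* passed the test without any 1 array, whereas *Abcd2* passed in none of these 4 fits. *Wfdc12* did not pass without the first or the second WT array, *Spaca1* without the first *G9a* ΔHep array and *Tafa2* without the first or the second WT array or the first *G9a* ΔHep array.

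**Figure D2:**
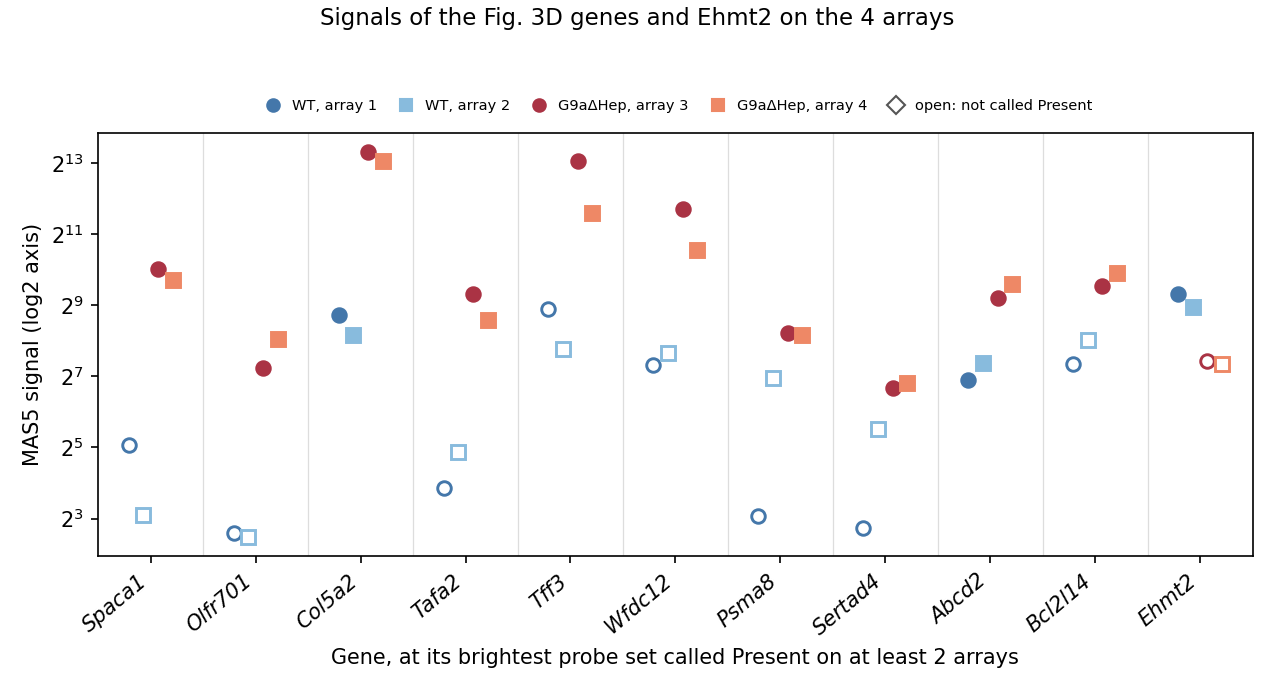
MAS5 signal on a log2 axis of the genes of Fig. 3D and of *Ehmt2* on each of the 4 arrays, at each gene's probe set with the highest mean signal among those Present on at least 2 arrays; filled points were called Present and open points were not. For all 10 genes of Fig. 3D the *G9a* ΔHep arrays lie above the WT arrays, and for *Ehmt2* they lie below, at 169 ± 7.33 against 566 ± 105.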

The top ten genes with the greatest fold inductions in *G9a*^ΔHep^ liver are shown in Fig. 3D. Among them, Bcl2-like 14 (also known as Bcl-G), a pro-apoptotic Bcl-2 family member, was significantly upregulated in the *G9a*^ΔHep^ liver. 

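*Bcl2l14* was higher in *G9a* ΔHep liver at both of its probe sets. At the brighter of them the signals were 163.6 and 257.7 on the WT arrays, where it was called Absent, and 737.7 and 953.8 on the *G9a* ΔHep arrays, where it was called Present. The mean signals were 211 ± 66.5 (SD, n = 2) and 846 ± 153 (SD, n = 2), a log2 difference of 2.03 (SE 0.28, adjusted p = 0.0718 from limma). At the other the signals were 13.41 and 72.83 in WT liver, Absent on the first array and Present on the second, and 334.6 and 372.8 in *G9a* ΔHep liver, a log2 difference of 3.50 (adjusted p = 0.209 when each probe set was tested on its own). The first WT signal lies below the lowest Present one of its array, 21.1, and without that array the difference was 2.28. At the brighter probe set, Absent in WT liver, the difference is a bound of at least 4.01-fold. This bound exceeded the spread between replicates (a log2 bound of 2.01 against an SD of 0.53). At the other probe set no such comparison can be made, since the difference of 3.50 rests on the signal of 13.41. The difference did not pass the adjusted threshold across all genes at either probe set. The methods' t-test placed the brighter probe set past a threshold of 0.05 without adjustment and not with it. Starting from the role of G9a as a transcriptional repressor, the paper proposes that it might regulate genes that determine the response to DNA damage, looks for these among the upregulated genes, and takes up *Bcl-G* from them as a pro-apoptotic gene.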

Quantitative real-time PCR confirmed that *Bcl-G* mRNA expression levels increased significantly in the NT areas of *G9a*^ΔHep^ liver (Fig. 3E). Immunoblotting revealed that Bcl-G protein, together with cleaved-PARP and cleaved-Caspase 3, accumulate after DEN administration in *G9a*^ΔHep^ liver but not in WT liver (Fig. 3F). In addition, immunohistochemistry showed that Bcl-G expression is markedly elevated in pericentral hepatocytes of *G9a*^ΔHep^ mice (Fig. 3A). These findings suggest that G9a-dependent transcriptional regulation of *Bcl-G* gene suppresses apoptosis under DNA damage in murine liver. Furthermore, to study the relationships in the expression of *G9a* and *Bcl-G* gene, we measured the levels of *G9a* and *BCL-G* mRNA in human NT liver samples. Supporting the findings in murine liver, the expression levels of *BCL-G* were negatively correlated to that of *G9a* in human NT liver (Fig. 3G).

### G9a inhibits DNA damage-induced apoptosis by regulating BCL-G expression

We hypothesized that the regulation of *Bcl-G* expression by G9a might be a gatekeeper of apoptosis in DNA-damaged hepatocytes. To prove this hypothesis, we first examined the induction of apoptosis after BCL-G overexpression in a normal human hepatocyte cell line. BCL-G overexpression induced the cleavage of PARP and Caspase3, suggesting the pro-apoptotic role of BCL-G in human hepatocytes (Fig. 4A).

**Fig. 4:**
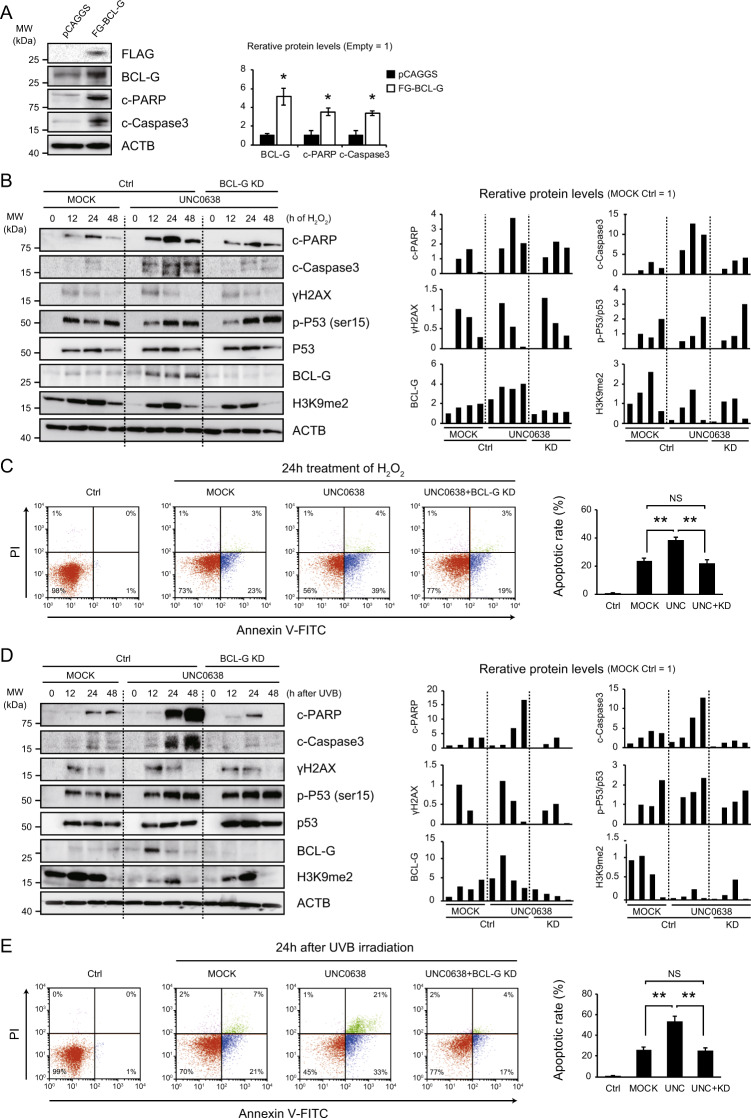
BCL-G is involved in apoptosis during the DNA damage response in hepatocytes. **A** BCL-G overexpression induces apoptotic changes in normal human hepatocytes. Representative immunoblot images and relative expression levels of the proteins are shown (each, *n* = 3; *p < 0.05, Student’s *t* test). **B**, **D** The G9a inhibitor UNC0638 (5 µM) promotes apoptosis in hepatocytes after treatment with hydrogen peroxide (H_2_O_2_, 2 mM) or UVB irradiation (300 J/m^2^) with an increase in BCL-G expression. Bcl-G knockdown (KD) suppresses the excessive induction of apoptosis caused by a G9a inhibitor. Right graphs show quantification of relative protein levels. **C**, **E** Representative dot-plot diagrams showing the percentage of the hepatocyte lines stained with Annexin V-FITC and propidium iodide (PI) after 24 h of treatment with H_2_O_2_ or UVB irradiation. The results of three independent experiments are shown in the right graph (**p < 0.01, NS not significant, Student’s *t* test).

Next, we examined if the G9a-BCL-G axis is involved in apoptosis caused by DNA damage in the hepatocytes. For this purpose, the hepatocyte lines were treated with hydrogen peroxide (H_2_O_2_, 2 mM) or UVB irradiation (300 J/m^2^), which are well-known DNA damage inducers. As expected, both H_2_O_2_ administration and UVB irradiation increased total p53 and phosphorylated p53 levels, the active form often induced by DNA damage^27^, followed by the upregulation of cleaved-PARP and cleaved-Caspase3 (Fig. 4B, D). Treatment with 5 µM of a G9a inhibitor UNC0638 significantly attenuated the global levels of H3K9me2 in the hepatocyte lines (Fig. S3A), without affecting cell cycle status (Fig. S3B). In order to examine the role of G9a in DNA-damaged hepatocyte, the hepatocyte lines were treated with 5 µM of UNC0638 for 24 h before treatment with DNA damage inducers. In contrast to the slight increase of BCL-G after the introduction of DNA damage inducers in the control hepatocytes, the G9a inhibitor UNC0638 strikingly enhanced the expression of BCL-G (Fig. 4B, D). UNC0638 also induced PARP or Caspase3 cleavage while it did not always affect p53 activation, and it was suppressed in BCL-G knockdown cells (Fig. 4B, D). The enhancement of apoptotic changes by G9a inhibitor and their attenuation by BCL-G knockdown were also confirmed by flow cytometric analysis (Fig. 4C, E). These findings indicate that BCL-G, induced by G9a inhibition, is involved in the induction of apoptosis in DNA-damaged hepatocytes. The global levels of H3K9me2 increased after both treatments, and decreased, at least in part, by UNC0638, indicating that G9a contributes to DNA damage-induced H3K9me2 modification in hepatocytes. The residual H3K9me2 marks imply the involvement of other histone modifiers for H3K9me2.

### G9a regulates Bcl-G expression by mediating p53 recruitment to its response element

*Bcl-G* is a p53 direct target gene.^28^ Notably, UNC0638 altered BCL-G expression without affecting p53 activity in DNA-damaged hepatocytes (Fig. 4B, C). In addition, although p53 activation was comparable between WT and *G9a*^ΔHep^ mice livers after administering a higher dose of DEN (Fig. 3A), Bcl-G protein and gene expression levels were significantly higher in the liver of *G9a*^ΔHep^ mice (Figs. 3G and 5A). These findings suggest that G9a regulates Bcl-G expression without affecting p53 status in DNA-damaged hepatocytes. Histone modifiers regulate gene expression by mediating the recruitment of transcriptional machinery to their target genes.^29–31^ Therefore, to determine the mechanism through which G9a regulates the expression of Bcl-G, we first examined the binding of G9a to the p53 response element (RE) on the *Bcl-G* gene using the chromatin immunoprecipitation (ChIP) assay in mice livers. G9a was significantly enriched in the p53 RE of the *Bcl-G* gene in the WT liver after administration of a high dose of DEN, while it did not bind to the p53 RE in non-treated WT liver cells (Fig. 5B). H3K9me2 levels at the p53 RE were elevated in the WT liver after DEN administration, but it remained unchanged in the *G9a*^ΔHep^ liver (Fig. 5C). Importantly, while p53 binding to the RE of the *Bcl-G* gene was not detected in the WT liver, *G9a* deletion increased significantly the recruitment of p53 to the RE of the *Bcl-G* gene after DEN administration (Fig. 5D). Thus, G9a might regulate Bcl-G expression by interfering with the p53 recruitment in an H3K9 methylase-dependent manner.

**Fig. 5:**
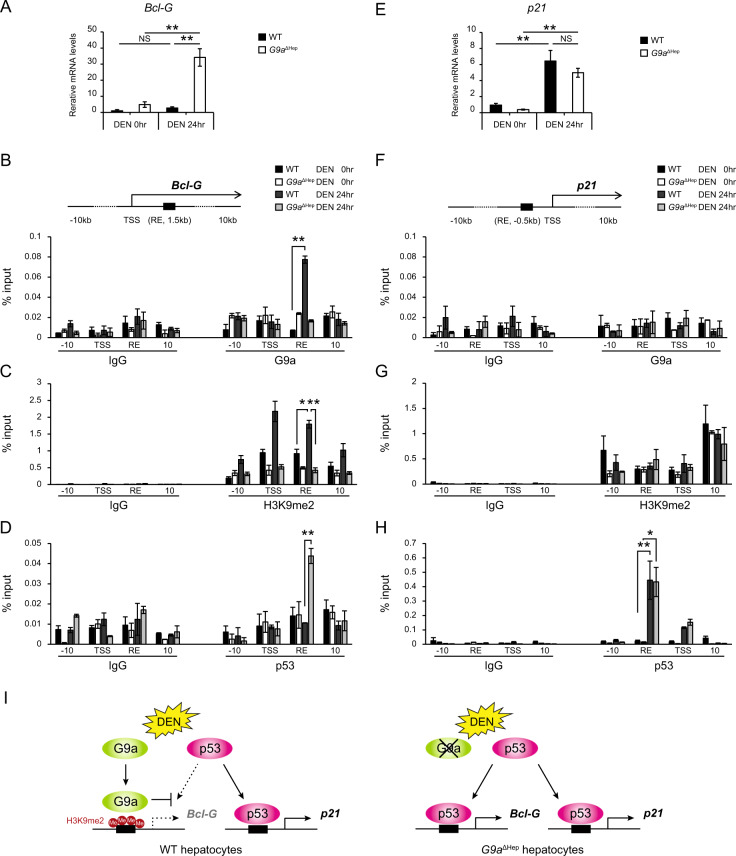
G9a inhibits p53 recruitment to its response element on Bcl-G in an H3K9 methylase-dependent manner. **A**, **E** Relative expression levels of Bcl-G and p21 are determined by qRT-PCR in WT and *G9a*^ΔHep^ mice livers before and after a high dose of diethylnitrosamine (DEN) administration (each, *n* = 3; **p < 0.01, NS not significant, Student’s *t* test). **B**–**D**, **F**–**H** Chromatin immunoprecipitation analyzes G9a, p53, and H3K9me2 binding at the indicated loci of *Bcl-G* and *p21*. The recruitment of G9a and increased H3K9me2 levels are shown in the *Bcl-G* gene (**B**, **C**), but not in the *P21* gene (**F**, **G**) after a high dose of DEN. *G9a* ablation, combined with DEN treatment, allows p53 recruitment onto the *Bcl-G* locus via a reduction in H3K9me2 levels (**D**). In contrast, p53 is recruited onto the *p21* locus after DEN treatment, independent of *G9a* status (**H**). Transcriptional start site (TSS), p53 response element (RE), and amplicons (10 kb upstream or downstream regions of TSS) are shown in the above diagrams. Results are expressed as the mean ± SEM of three independent experiments. *p < 0.05, **p < 0.01, Student’s *t* test. **I** Diagram showing the regulation of p53 target gene expression by G9a. G9a inhibits p53 binding to RE of *Bcl-G* gene in an H3K9me2-dependent manner and suppresses Bcl-G expression. G9a deletion enables p53 recruitment to *Bcl-G* gene RE and upregulates Bcl-G expression.

Next, we examined whether the regulation of p53 recruitment by G9a is a common phenomenon for p53 target genes. We focused on p21, one of the major target genes of p53, because it is well known that DEN induces p53-dependent p21 upregulation.^32^ High doses of DEN significantly upregulated the expression of p21, and importantly, the upregulation was independent of G9a status (Fig. 5E). The ChIP assay revealed that G9a did not bound to the p53 RE of the *p21* gene after DEN administration (Fig. 5F). Furthermore, the levels of H3k9me2 were not elevated following DEN administration (Fig. 5G), and p53 was enriched in the p53 RE of the *p21* gene in both WT and *G9a*^ΔHep^ liver (Fig. 5H). These findings indicate that G9a is not involved in the regulation of p21 expression. Thus, G9a individually regulates p53 target genes expression through selective control of p53 recruitment (Fig. 5I).

## Discussion

Accumulating evidence suggests that epigenetic dysregulation plays an important role in human carcinogenesis.^5^ Histone modifiers play crucial roles in regulating oncogenes and tumor suppressor genes in various cancer types, including HCC. The establishment of HCC is a complex process which involves the accumulation of multiple gene mutations. However, it is unclear how mutated hepatocytes escape p53-dependent genome surveillance and progress to HCC. In this study, we reveal the role of histone methyltransferase G9a in hepatocarcinogenesis in vivo. In a pro-carcinogen DEN-induced murine HCC model, G9a prevented DNA-damaged hepatocytes from undergoing apoptosis by modulating p53 transactivation (Fig. 6). This is a novel finding of the role of epigenetic regulation to liver cancer initiation.

**Fig. 6:**
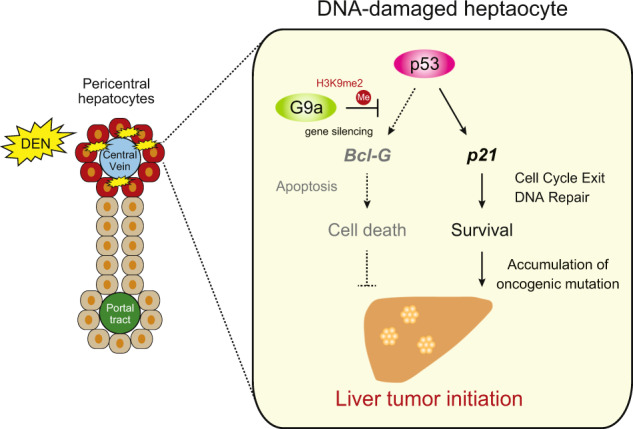
Graphical scheme. Schematic representation of the *G9a*-p53-Bcl-G circuit that controls liver tumor initiation from DNA-damaged hepatocytes. DEN-exposed pericentral hepatocytes undergo DNA damage and mutagenesis. G9a allows DNA-damaged hepatocytes to escape p53-induced apoptosis, the potent genome surveillance checkpoint, via *Bcl-G* silencing, which results in the fixation of mutations and promotion of future HCC development. In summary, G9a determines whether hepatocytes undergo apoptosis or survive during DNA damage response via the regulation of p53 transactivation.

We showed, by analyzing a TCGA data set, that several histone methyltransferases, including *SETDB1* and *G9a*, are overexpressed in HCC. Interestingly, the loci of both genes, chromosome 6p21 of *G9a* and chromosome 1q21 of *SETDB1*, are amplified in human HCC^22,33^, suggesting that upregulation of *G9a* may be due to copy number amplification, as in the case of *SETDB1*. H3K9 methyltransferases including G9a, GLp, SETDB1, and Suv39h1, functionally cooperate as components of the transcriptional megacomplex^34^. Since they are important in liver carcinogenesis^8,9,16^, we suggest that the coordinated activity of H3K9 methyltransferase may play a role in liver tumor initiation. Indeed, we observed a residual increase in H3K9 levels regardless of G9a inhibition in DNA-damaged human hepatocytes, suggesting that other H3K9 methyltransferases may be involved.

Surviving DNA damage, such as that induced by reactive oxygen species or radiation exposure, involves the cells; ability to adapt to DNA damage. However, these cellular adaptations may enhance the viability of premalignant cells and their transformation to tumor cells. One group reported that G9a is required for DNA damage repair and allowed cancer cells to survive under DNA damage^21^. Another group demonstrated that G9a is recruited to DNA damage sites with other repressive chromatin proteins such as enhancer of zeste homolog 2 (EZH2) and DNA methyltransferase (DNMT) and maintained transcriptional silencing of tumor suppressor genes in colorectal cancer^35^. These reports indicate the important roles for G9a in transcriptional repression and tumor initiation under DNA damage. Consistent with this notion, *G9a* ablation or pharmacological inhibition resulted in enhanced apoptosis in DNA-damaged hepatocytes and attenuated liver tumor initiation. Our data emphasize the pro-tumorigenic role of G9a by suppressing DNA damage-induced apoptosis in mammalian cells, including hepatocytes.

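None of the measured genes of the Bcl-2 family and of the apoptotic machinery passed the test over all genes in the non-tumorous *G9a* ΔHep liver. The arrays measured mRNA at 30 weeks, after 25 mg/kg DEN and 22 injections of CCl_4_. The paper detected apoptosis by cleaved proteins soon after a single higher dose of DEN, so the arrays do not test that response. Of 11 measured pro-apoptotic family members besides *Bcl2l14*, none passed the test, over all genes or adjusted over the list alone, and the median log2 fold change was -0.12 (camera of limma, adjusted p = 0.702). *Bmf*, a BH3-only protein, had a log2 fold change of 0.64 (SE 0.26), *Bik* of -0.60 (SE 0.27) and *Bcl2l11*, which encodes Bim, of 0.36 (SE 0.17). The 4 measured anti-apoptotic members were too few for a list test, and none passed, over all genes or adjusted over the list alone. *Mcl1* had a log2 fold change of -0.09 (SE 0.13), *Bcl2l2* of -0.11 (SE 0.15) and *Bcl2* of 0.47 (SE 0.71), which was -0.38 without the second WT array. None of 19 caspases and execution factors passed either way of adjustment (median 0.03, camera adjusted p = 0.789), among them *Casp2* (0.46, SE 0.18), *Casp1* (0.62, SE 0.26), *Endog* (-0.38, SE 0.16) and *Parp1* (-0.14, SE 0.18, with values of both signs at its probe sets).
Of 23 target genes of p53, 19 lay above 0 and the median was 0.18 (camera, adjusted p = 0.0125, and adjusted p = 0.614 with an estimated correlation), although no single member passed, over all genes or adjusted over the list alone, and the list did not pass without the first WT array (median 0.12). The median of the p53 list was 0.38 without the second WT array, and 0.27 and 0.21 without the first and second *G9a* ΔHep array. The p53 list did not pass fry's directional or mixed test either (adjusted p = 0.504 and 0.282). The lists of macrophages and of liver tumours moved the same way with medians of 0.46 and 0.71 (0.10 and 0.28 without the first *G9a* ΔHep array). *Btg2*, an antiproliferative gene, had a log2 fold change of 1.63 (SE 0.38, adjusted p = 0.234 from limma), *Phlda3* of 0.73 (SE 0.26, adjusted p = 0.453) and *Trp53inp1* of 0.35 (SE 0.11, adjusted p = 0.397). The list of H3K9 methylation and heterochromatin, which leaves out *Ehmt2* and includes DNA methyltransferases, did not pass camera's test as a group. None of 23 measured genes passed either way of adjustment, with a median of 0.02, a mean of -0.01 and an adjusted p of 0.925 from camera. The list passed fry's mixed test (adjusted p = 0.0104), which asks for changes in either direction and does not compare a list with other genes. *Ehmt1*, which encodes the partner of G9a, had a signal of 1140 ± 33.7 in WT and 1179 ± 54.2 in *G9a* ΔHep liver (SD, n = 2 each), and *Setdb1* had a log2 fold change of 0.34 (SE 0.23). *Atf7ip* (0.55, SE 0.17), *Kdm4a* (0.50, SE 0.21) and *Kdm7a* (0.36, SE 0.17) had the smallest p of this list.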

Transcriptional analysis revealed that G9a silenced Bcl-G expression, a pro-apoptotic member of the Bcl-2 family. In humans, there are two BCL-G isoforms, BCL-G_S_ and BCL-G_L_, generated by alternative splicing^36^. Both isoforms are related to the induction of apoptosis, with BCL-G_L_ being widely expressed in adult human tissues, whereas BCL-G_S_ is found only in the testicles. In mice, only one form of Bcl-G exists, which is homologous to human BCL-G_L_ and is expressed in similar tissues^37^. Studies on breast and colorectal cancers suggest that BCL-G has a tumor-suppressive function^38,39^. *Bcl-G* expression in HCC was less than half of that in the surrounding NT liver in our cohort (data not shown). Moreover, we found that overexpression of BCL-G in hepatoma cell lines in vitro induces apoptotic changes, suggesting its role as a tumor suppressor in hepatocarcinogenesis. Taken together, our study demonstrates that G9a allows cell survival and future malignant transformation by silencing the expression of tumor-suppressing Bcl-G in DNA-damaged hepatocytes.

Recent papers have reported the functional link of G9a with p53 activity. G9a specifically methylates p53 at lysine 373, resulting in its inactivation^40^. Loss of G9a delayed malignant transition in progenitors of a murine chemical mutagen-induced squamous tumor through p53 overactivation^15^. These reports suggest that G9a promotes tumorigenesis by impairing p53 transactivation. Moreover, G9a and HDAC1 epigenetically repress p53 target genes by maintaining H3K9 methylation and histone deacetylation of the p53 target genes promoter^41^. Consistently, our ChIP experiments revealed that G9a regulates p53 recruitment onto its target pro-apoptotic gene, *Bcl-G*, in an H3K9-methylase dependent manner. In contrast, the regulation was not in the case of p21 promoter. It remains unclear how the specificity of G9a binding to p53 target genes is determined. Since histone modifiers regulate gene expression through interaction with chromatin remodeling complexes^29,42^, a chromatin remodeling mechanism or chromatin conformational changes may be involved in the processes. Further studies are needed to elucidate this point.

Finally, G9a inhibitors could provide additional effects when combined with other agents such as DNMT inhibitors^19,43^ or immune checkpoint inhibitors^43,44^, which are expected to be effective against HCC^45^. Our results might point to a new therapeutic strategy of combinatory therapies, including G9a inhibitors, against HCC.

## Materials and methods

### Human clinical samples

Surgically resected HCC samples were obtained from patients who underwent hepatectomy at the University of Tokyo between November 2013 and October 2014. These procedures were approved by the Ethical Committee for Clinical Research of our institution and written informed consent was obtained from each patient. The clinical diagnosis of all samples as HCC was confirmed by the Department of Pathology at the University of Tokyo Hospital.

### The cancer genome atlas (TCGA) dataset

373 HCC samples with both mutation and mRNA data were obtained from TCGA via cBioportal (http://www.cbioportal.org/). Among them, putative copy-number alterations data calculated by GISTIC was available in 360 cases.

### Quantitative real-time PCR (qRT-PCR)

Total RNA was extracted from frozen clinical liver specimens, HCC cell lines, and mouse livers, using NucleoSpin RNAII (Takara, Shiga, Japan) or ISOGEN-II (Nippon Gene, Tokyo, Japan). The purified RNA was reverse transcribed using the ImProm_II Reverse Transcription System (Promega, Madison, WI, USA) and amplified by reverse transcription PCR. The qRT-PCR analysis was performed using a PCR mixture containing a complementary DNA sample, forward and reverse primers, and THUNDERBIRD SYBR qPCR Mix (Toyobo, Osaka, Japan), using the StepOnePlus Real-Time PCR System (Applied Biosystems, Foster City, CA, USA) according to the manufacturer’s instructions. Values were internally normalized against *β-actin* mRNA expression. The primer sequences are listed in Supplementary Table 1.

### Cell lines and treatment

The human cell lines Huh1, Huh6, Huh7, HLE, HLF, JHH1, JHH4, and JHH7 were obtained from the Japanese Collection of Research Bioresouces (JCRB; Osaka, Japan). HepG2 and PLC/PRF/5 were obtained from RIKEN Cell Bank (RCB; Tsukuba, Japan). Hep3B and SkHep1 were obtained from American Type Culture Collection (ATCC; Manassas, VA, USA). Human normal hepatocyte was obtained from Applied Cell Biology Research Institute (ACBRI; Kirkland, WA, USA). JHH1, JHH6, and JHH7 were maintained in William’s E Medium (Sigma, St Louis, MO, USA) containing 10% heat-inactivated fetal bovine serum (FBS). Other cell cultures were maintained in Dulbecco’s modified Eagle’s medium (DMEM; Sigma) containing 10% heat-inactivated FBS. All the cells were incubated at 37 °C and 5% CO_2_.

### Animal experiments

Floxed G9a (*G9a*^flox/flox^) mice were generated as described previously^10,46^ and *Alb-Cre* mice were purchased from The Jackson Laboratory^47^. Mice were maintained in a temperature- and light-controlled facility, and permitted ad libitum regular chow diet and autoclaved water. All mice were backcrossed with the C57BL/6 strain and the male progeny were analyzed. All the experiments were performed in accordance with protocols approved by the Animal Ethics Committee of the University of Tokyo.

HCC was induced as previously described^23^. 15-day-old WT and *G9a*^ΔHep^ mice were injected intraperitoneally (i.p.) with DEN (Sigma, St. Louis, MO, USA) (25 mg/kg) alone or in combination with 22 weekly injections of CCl_4_ (Wako, Osaka, Japan) (0.5 ml/kg i.p., dissolved in corn oil). To evaluate acute effects of G9a in damaged hepatocytes, 8-week-old WT and *G9a*^ΔHep^ mice were treated with DEN (100 mg/kg i.p.) and sacrificed 48 h after DEN administration. In vivo G9a inhibitor treatment was performed as previously described^48^. WT mice were injected i.p. with G9a inhibitor UNC0642 (5 mg/kg) for 10 days before and after DEN administration. Randomization or blinding of animal experiments were not possible.

### Primary hepatocyte isolation

Primary hepatocytes were isolated from mouse livers as previously described^49^. Briefly, 40 μg/ml Liberase (Roche, Grenzacherstrasse, Basel, Switzerland) was perfused through the liver. Digested liver was passed through a 40 μm cell strainer, and centrifuged several times at 50 *g* for 1 min to remove nonparenchymal cells.

### Immunoblotting

Whole-liver protein homogenates or cell lysates were prepared. Immunoblot was performed as previously described^29^. The primary antibodies used were against β-actin (Sigma, A5441), G9a (R&D Systems, Minneapolis, MN, USA, PP-A8320A-00), H3K9me2 (Abcam, Cambridge, UK, ab1220), Histone H3 (Abcam, ab1791), Bcl-G (Thermo Fisher Scientific, Waltham, MA, USA, PA5-20029), Cleaved-PARP (Cell Signaling, Danvers, MA, USA, 9541: human, 9544: mouse), Cleaved-Caspase 3 (Cell Signaling, 9661), Flag (Sigma, F1804), γH2AX (Abcam, ab2893), p53 (Cell Signaling, 2524), Phospho-p53 (Ser 15) (Cell signaling, 9284). Immunoblot signals were analyzed using Image J software and relative protein expression levels were internally normalized against β-actin expression levels.

### Histology and immunohistochemistry

Mouse livers were fixed with 4% paraformaldehyde and embedded in paraffin. Tissue sections were hematoxylin and eosin (H&E) stained for pathological evaluation. Immunohistochemistry was performed using Histofine Mousestain Kit (Nichirei Bioscience, Tokyo, Japan). The slides were subjected to heat mediated antigen retrieval using 10 mM citrate buffer (pH 6.0) and incubated overnight at 4 °C with the indicated primary antibodies. The antibodies used were against H3K9me2 (Abcam, ab1220), Ki67 (Abcam, ab15580), Cleaved-Caspase3 (Cell Signaling, 9661), G9a (R&D Systems, PP-A8320A-00), γH2AX (Abcam, ab2893), p53 (Leica Biosystems, Wetzlar, Germany, P53-CM5P-L), Bcl-G (Thermo Fisher Scientific, PA5-20029).

### Serum alanine aminotransferase (ALT) measurement

Serum samples for ALT measurement were collected after a 16 h starvation (SRL, Tokyo, Japan).

### Microarray analysis

GeneChip Mouse Genome 430 2.0 Arrays were performed according to the manufacturer’s protocol (Affymetrix, Santa Clara, CA, USA). Total RNA was extracted from non-tumorous (NT) liver of 30-week-old WT and G9a^ΔHep^ mice treated with DEN followed by 22 repeated CCl_4_ administration (each, *n* = 2). Probe design files and microarray data have been submitted to the National Center for Biotechnology Information Gene Expression Omnibus database under accession number GSE147061.

### Plasmids, short hairpin RNA (shRNA), and transfection

The human BCL-G expression plasmid, pCAGGS human flag-BCL-G, was kindly provided by Dr. Toyomasa Katagiri (Division of Genome Medicine, Institute of Advanced Medical Sciences, Tokushima University, Japan)^38^ The lentiviral-based knockdown plasmid expressing the specific shRNA of BCL-G was purchased from Open Biosystems (Huntsville, AL, USA). The cells were transfected using the Effectene Transfection Reagent (Qiagen, Hilden, Germany) according to the manufacturer’s instructions.

### Flow cytometry

For cell cycle distribution analysis, the hepatocyte lines were collected after 24 h of treatment with a G9a inhibitor UNC0638 or mock. The cells were fixed in 1 mL ethanol (70 %) at 4 °C for 30 min and were resuspended in phosphate buffered saline containing 50 μg/mL propidium iodide (PI) and incubated at room temperature for 30 min before analysis.

For apoptosis detection assay, the hepatocyte lines were collected 24 h after treatment with ultraviolet B (UVB) irradiation (300 J/m^2^) by a UVB lamp (UVP, Upland, CA, USA) or hydrogen peroxide (2 mM, lasting 24 h). The cells were stained with 5 μL of FITC Annexin V (BD Biosciences, Franklin Lakes, NJ, USA) and PI (50 μg/mL) for 15 min in the dark. PI negative and Annexin V positive cells were considered early apoptotic; PI and Annexin V positive cells were considered to be in late apoptosis.

Data analysis and acquisition were performed using the Guava® EasyCyte™ Plus Flow Cytometry System and the Guava Express Pro Software (Guava Technologies, Hayward, CA, USA).

### Chromatin immunoprecipitation (ChIP)

Chromatin immunoprecipitation were performed as previously described^29,50^. Fifty milligrams of mouse livers were crosslinked in 1% formaldehyde/Phosphate-buffered saline for 15 min at room temperature, which was quenched by 0.125 M glycine for 5 min. The tissue was homogenized, resuspended in cell lysis buffer (10 mM Hepes pH 7.9, 0.5% NP-40, 1.5 mM MgCl_2_, 10 mM KCl, 0.5 mM DTT), and incubated at 4 °C for 4 h. The nuclei were resuspended in nuclear lysis buffer (20 mM Hepes pH7.9, 25% Glycerol, 0.5% NP-40, 0.42 M NaCl, 1.5 mM MgCl_2_, 0.2 mM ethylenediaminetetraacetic acid), and sonicated for 15 cycles (30 s ON/30 s OFF) using Bioruptor UCD-250 (Cosmo Bio, Carlsbad, CA, USA) to yield DNA fragments approximately of 500 bp. The soluble chromatin lysate was then immunoprecipitated using antibodies against G9a (Cell Signaling, 3306), p53 (Cell Signaling, 2524), and H3K9me2 (Abcam, ab1220) or control IgG (rabbit: Cell Signaling, 2729, mouse: Santa Cruz, sc-2025).

The ChIPed DNA was purified using QIA quick PCR purification kit (Qiagen). Results from each immunoprecipitation were presented as input percentage. The primer sequences for the target regions are available in Supplementary Table 2.

### Statistical analyses

All statistical analyses were performed using R software (version 3.6.1; R Development Core Team, Vienna, Austria). All the results are expressed as mean ± standard error of the mean (SEM) of at least three independent experiments. Statistical significance was determined by the two-tailed Student’s *t* test and Fisher’s exact probability test. *p* values < 0.05 were considered as statistically significant.

## Supplementary information

Supplementary Tables

Supplementary Figure Legends

Figure S1

Figure S2

Figure S3

## References

[1] Villanueva A (2019). Hepatocellular carcinoma. N. Engl. J. Med.

[2] Mann DA (2014). Epigenetics in liver disease. Hepatology.

[3] Totoki Y (2014). Trans-ancestry mutational landscape of hepatocellular carcinoma genomes. Nat. Genet.

[4] Fujimoto A (2016). Whole-genome mutational landscape and characterization of noncoding and structural mutations in liver cancer. Nat. Genet.

[5] Dawson MA, Kouzarides T (2012). Cancer epigenetics: from mechanism to therapy. Cell.

[6] Cedar H, Bergman Y (2009). Linking DNA methylation and histone modification: patterns and paradigms. Nat. Rev. Genet.

[7] Au SL (2012). Enhancer of zeste homolog 2 epigenetically silences multiple tumor suppressor microRNAs to promote liver cancer metastasis. Hepatology.

[8] Fan DN (2013). Histone lysine methyltransferase, suppressor of variegation 3-9 homolog 1, promotes hepatocellular carcinoma progression and is negatively regulated by microRNA-125b. Hepatology.

[9] Fei Q (2015). Histone methyltransferase SETDB1 regulates liver cancer cell growth through methylation of p53. Nat. Commun..

[10] Tachibana M (2002). G9a histone methyltransferase plays a dominant role in euchromatic histone H3 lysine 9 methylation and is essential for early embryogenesis. Genes Dev..

[11] Shinkai Y, Tachibana M (2011). H3K9 methyltransferase G9a and the related molecule GLP. Genes Dev..

[12] Ding J (2013). The histone H3 methyltransferase G9A epigenetically activates the serine-glycine synthesis pathway to sustain cancer cell survival and proliferation. Cell Metab..

[13] Cha ST (2016). G9a/RelB regulates self-renewal and function of colon-cancer-initiating cells by silencing Let-7b and activating the K-RAS/beta-catenin pathway. Nat. Cell Biol..

[14] Tu WB (2018). MYC Interacts with the G9a Histone Methyltransferase to Drive Transcriptional Repression and Tumorigenesis. Cancer Cell.

[15] Avgustinova A (2018). Loss of G9a preserves mutation patterns but increases chromatin accessibility, genomic instability and aggressiveness in skin tumours. Nat. Cell Biol..

[16] Wei L (2017). Histone methyltransferase G9a promotes liver cancer development by epigenetic silencing of tumor suppressor gene RARRES3. J. Hepatol..

[17] Hu Y (2019). G9a and histone deacetylases are crucial for Snail2-mediated E-cadherin repression and metastasis in hepatocellular carcinoma. Cancer Sci..

[18] Yokoyama M (2017). Histone lysine methyltransferase G9a is a novel epigenetic target for the treatment of hepatocellular carcinoma. Oncotarget.

[19] Barcena-Varela M (2019). Dual Targeting of Histone Methyltransferase G9a and DNA-Methyltransferase 1 for the Treatment of Experimental Hepatocellular Carcinoma. Hepatology.

[20] Wang Z, Li Z, Ye Y, Xie L, Li W (2016). Oxidative Stress and Liver Cancer: Etiology and Therapeutic Targets. Oxid. Med Cell Longev..

[21] Yang Q (2017). G9a coordinates with the RPA complex to promote DNA damage repair and cell survival. Proc. Natl Acad. Sci. USA.

[22] Wong CM (2016). Up-regulation of histone methyltransferase SETDB1 by multiple mechanisms in hepatocellular carcinoma promotes cancer metastasis. Hepatology.

[23] Dapito DH (2012). Promotion of hepatocellular carcinoma by the intestinal microbiota and TLR4. Cancer Cell.

[24] Kang JS, Wanibuchi H, Morimura K, Gonzalez FJ, Fukushima S (2007). Role of CYP2E1 in diethylnitrosamine-induced hepatocarcinogenesis in vivo. Cancer Res..

[25] Maeda S, Kamata H, Luo JL, Leffert H, Karin M (2005). IKKbeta couples hepatocyte death to cytokine-driven compensatory proliferation that promotes chemical hepatocarcinogenesis. Cell.

[26] Bergmann J (2017). IL-6 trans-signaling is essential for the development of hepatocellular carcinoma in mice. Hepatology.

[27] Siliciano JD (1997). DNA damage induces phosphorylation of the amino terminus of p53. Genes Dev..

[28] Miled C, Pontoglio M, Garbay S, Yaniv M, Weitzman JB (2005). A genomic map of p53 binding sites identifies novel p53 targets involved in an apoptotic network. Cancer Res.

[29] Nakatsuka T (2017). Impact of histone demethylase KDM3A-dependent AP-1 transactivity on hepatotumorigenesis induced by PI3K activation. Oncogene.

[30] Tateishi K, Okada Y, Kallin EM, Zhang Y (2009). Role of Jhdm2a in regulating metabolic gene expression and obesity resistance. Nature.

[31] Yamamoto S (2013). Histone demethylase KDM4C regulates sphere formation by mediating the cross talk between Wnt and Notch pathways in colonic cancer cells. Carcinogenesis.

[32] Nakagawa H (2011). Apoptosis signal-regulating kinase 1 inhibits hepatocarcinogenesis by controlling the tumor-suppressing function of stress-activated mitogen-activated protein kinase. Hepatology.

[33] Moinzadeh P, Breuhahn K, Stutzer H, Schirmacher P (2005). Chromosome alterations in human hepatocellular carcinomas correlate with aetiology and histological grade-results of an explorative CGH meta-analysis. Br. J. Cancer.

[34] Fritsch L (2010). A subset of the histone H3 lysine 9 methyltransferases Suv39h1, G9a, GLP, and SETDB1 participate in a multimeric complex. Mol. Cell.

[35] Xia L (2017). CHD4 has oncogenic functions in initiating and maintaining epigenetic suppression of multiple tumor suppressor genes. Cancer Cell.

[36] Guo B, Godzik A, Reed JC (2001). Bcl-G, a novel pro-apoptotic member of the Bcl-2 family. J. Biol. Chem..

[37] Giam M (2012). Detection of Bcl-2 family member Bcl-G in mouse tissues using new monoclonal antibodies. Cell Death Dis..

[38] Lin ML, Park JH, Nishidate T, Nakamura Y, Katagiri T (2007). Involvement of maternal embryonic leucine zipper kinase (MELK) in mammary carcinogenesis through interaction with Bcl-G, a pro-apoptotic member of the Bcl-2 family. Breast Cancer Res.

[39] Nguyen PM (2019). Loss of Bcl-G, a Bcl-2 family member, augments the development of inflammation-associated colorectal cancer. Cell Death Differ.

[40] Huang J (2010). G9a and Glp methylate lysine 373 in the tumor suppressor p53. J. Biol. Chem..

[41] Heo K (2013). Cell-penetrating H4 tail peptides potentiate p53-mediated transactivation via inhibition of G9a and HDAC1. Oncogene.

[42] Abe Y (2015). JMJD1A is a signal-sensing scaffold that regulates acute chromatin dynamics via SWI/SNF association for thermogenesis. Nat. Commun..

[43] Segovia C (2019). Inhibition of a G9a/DNMT network triggers immune-mediated bladder cancer regression. Nat. Med.

[44] Urrutia G (2020). Combined targeting of G9a and checkpoint kinase 1 synergistically inhibits pancreatic cancer cell growth by replication fork collapse. Mol. Cancer Res..

[45] Cheng AL, Hsu C, Chan SL, Choo SP, Kudo M (2020). Challenges of combination therapy with immune checkpoint inhibitors for hepatocellular carcinoma. J. Hepatol..

[46] Tachibana M, Nozaki M, Takeda N, Shinkai Y (2007). Functional dynamics of H3K9 methylation during meiotic prophase progression. EMBO J..

[47] Postic C, Magnuson MA (2000). DNA excision in liver by an albumin-Cre transgene occurs progressively with age. Genesis.

[48] Kim Y (2017). Targeting the histone methyltransferase G9a activates imprinted genes and improves survival of a mouse model of Prader-Willi syndrome. Nat. Med..

[49] Nakagawa H (2014). ER stress cooperates with hypernutrition to trigger TNF-dependent spontaneous HCC development. Cancer Cell.

[50] Yamamoto K (2016). Stromal remodeling by the BET bromodomain inhibitor JQ1 suppresses the progression of human pancreatic cancer. Oncotarget.

# Supplementary material for: Inhibition of histone methyltransferase G9a attenuates liver cancer initiation by sensitizing DNA-damaged hepatocytes to p53-induced apoptosis
**Source:** Cell Death Dis. 2021 Jan 19;12(1):99. doi: 10.1038/s41419-020-03381-1
**Supplement:** Supplementary file 1 — Supplementary Tables

**Supplementary Table 1.** **qRT-PCR primers**

| **Gene** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| **Human** |  |  |
| *ACTB* | CTGGAACGGTGAAGGTGACA | AAGGGACTTCCTGTAACAACGCA |
| *G9a* | TCCGCTGATTTTCGAGTGTAAC | CCCGGTTCTTGCAGTTTCTC |
| *BCL-G* | AGCACGGTGGATGGGAAAAA | TGCTCCATCTGCCTTGTACG |
| **Mouse** |  |  |
| *Actb* | ATGTGGATCAGCAAGCAGGA | AAGGGTGTAAAACGCAGCTCA |
| *Cyp2e1* | ACTTTGGCCGACCTGTTCTT | TCATGCACTACAGCGTCCAT |
| *G9a* | AGGATGGCGAGGTTTACTGC | TGAAAACCCGGACAGGGATG |
| *Bcl-G* | CACGTGTCTGTCGGTCTCAT | AGTAATCAGGGCATCCCAGG |
| *p21* | TCCAGACATTCAGAGCCACAG | AAAGTTCCACCGTTCTCGGG |

**Supplementary Table 2. ChIP-qPCR primers**

| **Gene** | **Forward primer** | **Reverse primer** | **Target site** |
| --- | --- | --- | --- |
| *Bcl-G* | GAAAGTAGCGTGGCTTTGCTC | CTAGGCCAGTGGTAGGTGCT | 10kbp upstream of TSS |
|  | GGTCAAGACACTCAGGCCAA | CTTTGGAAGGCTCCTCTCGG | TSS |
|  | CCTCACTGGGTTGACACTCG | CATCGTGGAAGAGTCCGGTG | p53RE |
|  | CTGACCAAAATCCCGCACAC | GGGATGGGGACTGGTCTTTT | 10kbp downstream of TSS |
| *p21* | AGTGATACGGAGCCTGGAGA | GGCAAAAGCCAGCATTCCTT | 10kbp upstream of TSS |
|  | TCTCCCTTGGTCCCTTGGAT | ATTTTGCTGCTGGTCTCCGA | p53RE |
|  | TTTGTGGTGCTCTGGGAAGC | CTGAGTGCTGTGACCTCCTG | TSS |
|  | GTCTCACGAGAAGGGACAGC | ATTGAGCACCAGCTTTGGGG | 10kbp downstream of TSS |

Primer pairs were designed to recognize about 500bp sequence around p53 response element (RE), transcription start site (TSS), and the region 10kbp upstream or downstream of TSS in respective gene.

# Supplementary material for: Inhibition of histone methyltransferase G9a attenuates liver cancer initiation by sensitizing DNA-damaged hepatocytes to p53-induced apoptosis
**Source:** Cell Death Dis. 2021 Jan 19;12(1):99. doi: 10.1038/s41419-020-03381-1
**Supplement:** Supplementary file 2 — Supplementary Figure Legends

**Fig. S1 KMT and KDM expression levels in the TCGA data set.**

Relative expression levels of histone-lysine methyltransferase (KMT) and demethylase (KDM) in hepatocellular carcinoma using The Cancer Genome Atlas (TCGA) data set. *G9a* (*EHMT2*) expression is the second highest.

**Fig. S2 Pathological features of the formed tumor cells and the attenuation of DEN-induced hepatocarcinogenesis in *G9a*^ΔHep^ livers.**

(A) Representative pathological images of the liver tumors. The numbers of Ki67 and cleaved-Caspase 3 positive hepatocytes are comparable between WT and *G9a*^ΔHep^ liver tumors. T represents the liver tumor, and NT represents the surrounding normal liver tissue. Scale bars, 50µm; NS not significant, Student's *t*-test. (B) WT and *G9a*^ΔHep^ mice are subjected to diethylnitrosamine (DEN) (25 mg/kg i.p.) at day 15 postpartum and euthanized 38 months after DEN administration. The development of liver tumors is significantly attenuated in *G9a*^ΔHep^ mice (WT, n = 8; *G9a*^+/-^, n = 10; *G9a*^ΔHep^, n = 10; ** *P* < 0.01, Student’s *t*-test).

**Fig. S3 The effect of a G9a inhibitor UNC0638 in human normal hepatocyte cell lines.**

(A) UNC0638 (5µM) significantly attenuates the global levels of H3K9me2 in the hepatocyte lines. (B) Treatment with UNC0638 (5µM) for 24 h has no effect on the cell cycle status.

How the deposited data were processed for this re-analysis (not part of the article)

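Gene expression was measured in non-tumorous liver of 30-week-old mice that had received DEN and then 22 injections of CCl_4_, in 2 WT and 2 *G9a* ΔHep mice, with 1 GeneChip Mouse Genome 430 2.0 array each. Samples were assigned to genotypes from the submitters' labels, which match the groups in the paper's methods. The arrays carry no batch, date or pairing in the sources used here.

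The authors processed the arrays with MAS5, as the submitters' processing notes name it; its version is not given in the sources used here. The deposited signal is an intensity on a linear scale, background-corrected and scaled per array, with a detection p-value and a call of Present, Marginal or Absent that the authors' software gave each probe set. The 2% trimmed mean of the signals was 500.0 on every array. A second table of the authors' deposited values, the series matrix, held the same signals, with a largest relative difference of 5e-06 over 45101 probe sets.

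Of the 45101 probe sets, 64 were controls and were left out, 34945 named 1 gene in the array annotation, 932 named several and 9160 named none; no gene was named from a probe set with several. Symbols were checked through Entrez identifiers against RefSeq genes of GRCm38.p6 for 34741 probe sets, and 0 symbols changed. Symbols of the paper and of the gene lists were matched through synonyms of the same table, so that *Fam19a2* of Fig. 3D is *Tafa2* and *H2afx* is *H2ax*. Genes that are not in the probe annotation used here were not analysed.

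The median signal of Absent probe sets was 29.5 to 31.6 and their 95% quantile 171 to 181, so that differences among signals below that level are uncertain. Pairs of arrays of 1 genotype had Pearson correlations of 0.970 and 0.971 over the 17158 probe sets with 1 gene that were Present on at least 2 arrays, and pairs of different genotypes 0.959 to 0.967.

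Log2 signals of 10350 genes were compared between genotypes with limma 3.58.1 in R 4.3.3, using lmFit and eBayes with a mean-variance trend and no pseudocount, at 2 residual degrees of freedom and 4.02 prior ones. A gene was represented by the probe set with the highest mean log2 signal among those Present on at least 2 arrays, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Gene lists with at least 5 measured genes, 27 of 30, were tested with camera at a preset correlation of 0.01 and with Benjamini-Hochberg adjustment over the lists. They were tested again with an estimated correlation and with fry, whose directional test asks whether a list moves one way on balance and whose mixed test asks whether its genes change in either direction; neither compares a list with other genes. Of the 12 lists past the threshold at the preset correlation, 0 passed with an estimated correlation and 0 passed fry's directional test. Of these lists, 6 passed fry's mixed test. The mixed test was passed by 9 lists in all, among them H3K9 methylation, pericentral genes and xenobiotic response, which had not passed camera's test. The estimated correlation was below the preset 0.01 for bile acid (-0.0486), proliferation (-0.0594) and periportal genes (-0.0522). Their adjusted p still rose from 0.0125 to 0.613. With an estimated correlation the test rests on 2 residual degrees of freedom. Failing it therefore cannot show that correlation between genes undoes a result. The preset lies far below the estimate for other lists, such as 0.642 for fibrosis.

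The lists covered p53 targets, anti-apoptotic and pro-apoptotic Bcl-2 family members, caspases, H3K9 methylation, germline and testis genes, hepatocyte identity, pericentral and periportal genes, fibrosis, macrophages and Kupffer cells, T and NK cells, B and plasma cells, neutrophils, sinusoidal endothelium, cholangiocytes, erythroid cells, liver tumours, proliferation, interferon response, inflammation, male-biased and female-biased genes, the circadian clock, fatty acid and sterol synthesis, fatty acid oxidation, bile acids, xenobiotic response, chromosome 17 neighbours of *Ehmt2* and reference genes. Genes of Fig. 3D were left out of the lists they would belong to. Matching by synonyms can bring in a gene other than the one meant. The tumour list counts *Nckap1* (log2 fold change -0.13) and the fibrosis list *Loxl3* (0.16). List sizes and medians were not recalculated without them.

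The rule for naming genes was written after the values printed in Fig. 3D had been read. The genes named in the text were the 10 genes of Fig. 3D and the liver genes the paper names; in each direction the 10 genes with the largest log2 fold change among those past the threshold, without overlap between the groups and Present on both arrays of the higher group, filled up from genes with an unadjusted limma p under 0.05 where fewer passed; and in each list the members past the threshold, up to 4, or else the 3 with the smallest p. Of the genes that this rule gave, *Timp2*, *Hpd*, *Prom1*, *Aqp1* and *Nudt7* were left out of the results, and none of them passed the test over all genes. The log2 fold change was -0.12 for *Hpd*, 0.90 for *Prom1*, 0.22 for *Aqp1* and -0.89 for *Nudt7*. *Timp2*, Absent on both WT arrays, had signals of 422.5 and 498.1 in WT and 966.5 and 586.6 in *G9a* ΔHep liver. *Hamp2* and the other genes outside this rule were named after their values were seen.

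The code was tested on simulated data with the real genes and spread, over 20 runs at 2 arrays per group and 10350 genes. It called 26.1% of genes with a log2 change of 1, 78.0% with a change of 2, 90.5% with 3 and 90.2% with 4, and 5.54% of its calls were false. A list of 30 genes shifted by 0.5 was found in 100.0% of runs, and an unshifted one was called in 5.0%. No separate rate was obtained for lists whose genes vary together, so control of false calls in such lists is not shown. In the data the estimated correlation was 0.551 for macrophage, 0.642 for fibrosis and 0.764 for male-biased genes, and -0.0594 for proliferation genes.

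Alternatives were no detection filter, a Present call on all 4 arrays, quantile normalization, centring of each array on its median, pseudocounts of 16 and 64, eBayes without a trend or with robust estimation, the series matrix, the mean of all probe sets of a gene, every probe set on its own, the methods' t-test, and leaving out each array in turn. When 1 array of a genotype was left, limma's pooled spread was used, which assumes that the lone array varies like the other group; the genes and probe sets tested were kept. For the ranking of Fig. 3D, all probe sets with 1 gene were used, since the paper's text does not name a filter. Ratios of single arrays and the second *Bcl2l14* probe set were added after seeing the data. Where a group was not called Present on either array, the fold is a bound on the group means, with signals raised to the lowest Present one of their array; the smaller of the ratios of arithmetic and geometric means was taken, and the bounds with 1 array left out added, after the data were seen. Bounds with 1 array left out are given where they are over 1.5 times smaller. Also after a first look at the results, the exact intervals were added to the tests on the chromosome around *Ehmt2* and on detection, the test on bile duct genes was moved to signals without a detection filter, the other tumour genes were defined as the list without *Afp*, *Tff3*, *Cyp17a1* and *Mmp7*, the comparison with Fig. 3D was tightened for genes with a signal below the lowest Present one and then made by bounds for genes not called Present on either WT array, and the alternatives were extended to all tested lists and the genes named from them. Figures were drawn with matplotlib 3.10.9.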

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

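The tests in this part were written down before their results were seen, except that the exact interval was added to the test on the chromosome around *Ehmt2* after a first look at its result. These genes are given because they passed limma's test and the paper does not discuss them.

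The paper follows up the genes with increased signals and lists 10 of them; 28 further genes were higher in *G9a* ΔHep liver and 7 were lower, each at an adjusted p under 0.05 and without overlap between the 2 WT and the 2 *G9a* ΔHep arrays. The largest differences among the higher ones were those of 2310057J18Rik (log2 fold change 7.87, higher on 2 of 2 *G9a* ΔHep arrays at 6122 and 835.5 against 8.143 and 11.55), *Anxa13* (4.23), *Asns* (3.53), *Enho* (3.49), *Bhlhb9* (3.25) and *Tmprss4* (3.01). Of these, 2310057J18Rik, *Enho* and *Tmprss4* were Absent on both WT arrays, so their values depend on signals near the background. Relative to the lowest Present signal, at least 116-fold, 10.5-fold and 7.99-fold are the bounds. For 2310057J18Rik the bound is 42.8-fold without the first *G9a* ΔHep array, and it passed with 1 array left out only when that was the second *G9a* ΔHep array. The 7 lower genes were *Clec2h* (-3.18), *Cyp2c37* (-3.13), *Kyat3* (-2.18), *H2-Q10* (-1.30), *Ugt2a3* (-1.27), *Grhpr* (-1.22) and *Etnppl* (-1.10), each lower on 2 of 2 *G9a* ΔHep arrays and Present on all 4. Without the first or the second WT array, 0 lower genes passed.

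The floxed *Ehmt2* allele can carry chromosome from the strain in which it was made. If such a segment caused most calls, genes near *Ehmt2* would hold most of them. Among the 100 tested genes on each side of *Ehmt2* on chromosome 17, 1 was called, *H2-Q10*, which is 2.5% of the 40 called genes (exact 95% interval 0.0633% to 13.2%; Fisher's exact test against the other tested genes, p = 0.543). The share is under the bound of 10% set for it but the interval reaches above that bound. The share argues against such a segment as the source of most calls and not of the call on *H2-Q10*. A segment that changes only a few genes near *Ehmt2* would also keep the share under the bound, so the test cannot decide on it. Of the 3 splits of the 4 arrays into 2 and 2, only 1, the split by genotype, called as many as 40 genes, the highest of the others called 1, and with 3 splits the share cannot fall under 0.05. The deletion of *G9a* in hepatocytes, the difference the design names, stays open and untested as an explanation.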

How the results depend on the processing

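Ratios of single arrays and the second *Bcl2l14* probe set were tried only after the data were seen. No paired analysis was run because the WT and *G9a* ΔHep arrays share no replicate numbers. A block that cuts across genotype, such as time of collection, was not tested. Of the named clock genes, *Nfil3* was higher on the first array of each genotype (1793 and 1029 in WT, 2325 and 1398 in *G9a* ΔHep liver). *Bhlhe40* was higher on the second (1156 and 2123, 1684 and 2496). *Per1* did not share an order (636.2 and 615.7, 709 and 932.8). The precision is limited by 2 arrays per group and, for dim genes, by the background. Of the alternatives to the main results, 84 gave a value on the same side, 40 moved a count by over 1.5 times and 4 brought a value past the threshold; the series matrix gave the same counts. *Bcl2l14* and *Ehmt2* have no value with a Present call on all 4 arrays, since none of their probe sets was Present on all 4. For named genes, 1635 alternative values stayed on the same side, 109 lost the threshold, 24 gained it and 24 changed sign; for lists these were 369, 48, 13 and 26. Unless the setting itself shows it, the cause was not tested.

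The 33 higher and 7 lower genes became 11 and 4 without a detection filter, where 18193 genes were tested. With a Present call on all 4 arrays, 19 were higher. Of the 33, 24 were Present on all 4, so removing genes not detected in WT liver does not account for the whole drop. Without a trend in eBayes and with the methods' t-test after adjustment, the counts of higher and lower genes were both 0 (645 and 318, and 449 and 406, at an unadjusted p under 0.05). Leaving out 1 array gave 8 to 54 higher and 0 to 17 lower genes; the first end came without the first or second WT array, the last without the second *G9a* ΔHep array, and of the 40 called genes 3 passed in all of these fits. At an unadjusted p under 0.05, 613 genes were higher and 424 lower, and 521 and 538 after centring on the median. The genes at least 2-fold higher without overlap numbered 264 and those lower 69; these were 1097 and 839 without a filter, 114 and 38 with a Present call on all 4 arrays, 136 and 31 with a pseudocount of 64, which shrinks folds of dim genes, 405 and 123 when every probe set counted on its own, and 289 to 489 and 103 to 155 with 1 array left out. Of the Fig. 3D genes, 4 were among the 10 largest inductions, 0 to 2 with 1 array left out, and 0 or 1 by ratios of single arrays, 0 over the first and 1 over the second WT array. The 12 lists past camera's test were 7 to 12 with 1 array left out, the fewest without the first WT array, of which 7 were among these 12, 0 with an estimated correlation and 0 by fry's directional test.

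*Bcl2l14* (2.03, adjusted p = 0.0718, and 0.0598 to 0.561 over the alternatives with adjustment) passed by the methods' t-test without adjustment (2.03, unadjusted p = 0.0327). *Ehmt2* (-1.73, adjusted p = 0.063, and 0.0497 to 0.53 over the alternatives) passed with quantile normalization (-1.83), with the mean of its probe sets past the filter (-1.73) and by the methods' t-test without adjustment (-1.73). The second *Olfr701* probe set, brighter but Absent on all arrays, turned its sign without a detection filter (-2.35). Other sign changes were in values that passed in no setting: *Cyp2e1* after centring (-0.0164), *Parp1* with a Present call on all 4 arrays (0.0213), *Actb* with quantile normalization (0.0172) and the mean of its probe sets (0.0059), and *Trp53inp1* with the mean of its probe sets (-0.0030). With 1 array left out, ranges that crossed 0 were -0.12 to 0.16 for *Cyp2e1*, -0.31 to 0.0348 for *Parp1*, -0.40 to 0.15 for *H2ax*, -0.24 to 0.0842 for *Actb*, -0.38 to 1.33 for *Bcl2*, -1.05 to 0.12 for *Cd8a*, -0.094 to 0.43 for *Klrk1*, -0.31 to 2.24 for *Ighm* (past the threshold without the second *G9a* ΔHep array), -0.28 to 1.401 for *Cd22*, -0.14 to 1.98 for *Lcn2*, -0.90 to 0.12 for *Ngp*, -1.09 to 1.59 for *S100a9*, -0.58 to 0.0181 for *Alas2*, -0.43 to 0.0901 for *Hbb-b2* and -0.0503 to 0.83 for *Bhlhe40*.

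Camera's direction turned for some lists, with these medians. For H3K9 methylation it was 0.0348 without a filter, 0.0205 with a Present call on all 4 arrays, 0.0205 by fry and -0.0301 to 0.0711 with 1 array left out. For germline and testis genes it was -0.14 with quantile normalization, -0.0061 with the mean of probe sets and -0.21 to 0.18 with 1 array left out. For pericentral genes it was 0.0454 with quantile normalization and -0.0639 to 0.0765, for T and NK cells 0.24 without a filter, -0.0459 by fry and -0.42 to 0.32, and for chromosome 17 neighbours of *Ehmt2* -0.0272 by fry and -0.11 to 0.14. With 1 array left out the medians were -0.0147 to 0.10 for caspases, -0.15 to 0.0191 for hepatocyte identity, -0.20 to 0.38 for B and plasma cells, -0.18 to 0.48 for inflammation, -0.33 to 0.35 for the circadian clock and -0.47 to 0.39 for male-biased genes, the one list of these that had passed the test.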

Differences from the paper's values

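The log2 ratios printed in Fig. 3D were set beside differences of mean log2 signal over all 4 arrays, each gene at its probe set with the largest difference. For 8 of the 10 genes neither WT array was called Present at that probe set, so that only a bound can be set beside the printed ratio, and no bound was over 1.5 times the printed fold. These bounds were at least 19.9-fold for *Tafa2*, 4.06-fold for *Psma8*, 36.3-fold for *Spaca1*, 6.1-fold for *Abcd2*, 10.2-fold for *Olfr701*, 12.5-fold for *Wfdc12*, 15.9-fold for *Tff3* and 3.18-fold for *Sertad4*, and they do not show a difference from the paper. The comparison by bounds was chosen after the values had been seen; by measured values, *Tafa2*, *Psma8*, *Spaca1*, *Abcd2* and *Sertad4* had been counted as different. Without the first WT array, the bound for *Spaca1* was 51.5-fold, over 1.5 times the printed fold. Without that array, the 6.1-fold bound for *Abcd2* became 3.71-fold. At the *Abcd2* probe set Present on all 4 arrays, the brightest, the log2 difference was 2.26, against a printed ratio of about 4.9 in Fig. 3D, read by eye. *Col5a2*, measured in both genotypes, lay within the spread between replicates. For *Bcl2l14*, the leading result, the paper gives about 4.6 in Fig. 3D, read by eye, against 3.50 here, over 1.5 times apart though within the spread, at a probe set Present on 1 of the 2 WT arrays. Of the alternatives set before the data were examined, the value without the second WT array (4.72) was within 1.5 times, the brightest probe set has only a bound (at least 4.01-fold), and the others were not within 1.5 times. The ratio of the first *G9a* ΔHep array to the first WT array was chosen after seeing the values. It matches all 10 printed ratios, read to the second decimal for this comparison, with a largest deviation of 0.005, and drops none of the 10 genes. The ratio of the second *G9a* ΔHep array to the first WT array, also chosen after seeing the values, came within 1.5 times for *Bcl2l14* (4.797).

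The paper presents these as the 10 genes with the greatest inductions. Here 4 of them were among the 10 largest differences over all 4 arrays, *Spaca1*, *Olfr701*, *Col5a2* and *Tafa2*, and 5 with a Present call on at least 2 arrays or with a pseudocount of 16; most of these ranks rest on WT signals near the background. By the ratio of the first *G9a* ΔHep array to the first WT array, 0 of them were among the 10 largest, and the largest with a Present call on that *G9a* ΔHep array was 2310057J18Rik at 9.55.

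The paper states that *Bcl2l14* was significantly upregulated, with a t-test and an unadjusted threshold named for the study as a whole. The direction was the same here on all 4 arrays. Its adjusted p of 0.0718 from limma did not pass, and the methods' t-test without adjustment did.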

Other observations

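The test of array pairs against Fig. 3D was chosen only after the match had been noticed. The exact interval on detection, the use of signals without a detection filter for the bile duct genes and the choice of the other tumour genes were set after a first look at the results.

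Detoxification genes gave mixed values. Of 25 measured genes of the xenobiotic and NRF2 response, none passed over all genes and 3 were lower when adjusted over the list alone, the glutathione transferases *Gsta4* (log2 fold change -1.22, SE 0.18), *Gsta2* (-0.79, SE 0.15) and *Gstm1* (-0.44, SE 0.10), each lower on 2 of 2 *G9a* ΔHep arrays; the list's median was -0.06, its mean 0.03, camera's adjusted p 0.0802 and that of fry's mixed test 0.0104. Of 27 interferon-stimulated genes none passed over all genes, with a median of -0.25 (adjusted p = 0.118); *Trim30a* (1.32, SE 0.22) was higher when adjusted over the list alone, and *Bst2* (-0.71, SE 0.24) and *Oas1a* (0.53, SE 0.18) were not past either adjustment. Sinusoidal endothelial markers, 19 in number, had a median of 0.11 (adjusted p = 0.282), with *Flt4* (0.71, SE 0.14) past the threshold when adjusted over the list alone, and *Lyve1* (-1.004, SE 0.28) and *Gpr182* (0.41, SE 0.20) not. No member passed, over all genes or adjusted over the list alone, among 21 inflammation genes (median 0.03, adjusted p = 0.789; *Saa3* -0.72, *Socs3* 0.79, *Cxcl1* 0.52), 15 clock genes (0.21, adjusted p = 0.838; *Per1* 0.38, *Nfil3* 0.41, *Bhlhe40* 0.39), 6 T and NK cell markers (-0.05, adjusted p = 0.866; *Cd8a* -0.46, *Il7r* 0.33, *Klrk1* 0.17), 8 B and plasma cell markers (0.19, adjusted p = 0.702; *Jchain* 0.87, or 0.11 without the first *G9a* ΔHep array, *Ighm* 0.96, and *Cd22*, not called Present on either WT array, at least 1.47-fold higher), 38 chromosome 17 neighbours of *Ehmt2* (-0.03 with a mean of 0.01, adjusted p = 0.702; *Prrc2a* 0.74, *H2-K1* -0.38, *Gpank1* 0.76) and 11 reference genes (-0.08, adjusted p = 0.089; *Sdha* -0.22, *Tfrc* -0.31, *Rplp0* -0.15). The 4 neutrophil and 4 erythroid markers measured were too few for a list test, and none passed (*Lcn2* 0.92, *Ngp* -0.39, *S100a9* 0.25; *Car1* 0.66, *Alas2* -0.28, *Hbb-b2* -0.17). Of the genes in this paragraph, *Bhlhe40*, *Cd8a*, *Klrk1*, *Ighm*, *Cd22*, *Lcn2*, *Ngp*, *S100a9*, *Alas2* and *Hbb-b2* changed sign when 1 array was left out.

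Some genes that the paper studies in other experiments had values on these arrays. *Cyp2e1*, which the paper measured by qRT-PCR after DEN, had signals of 72370 ± 1700 in WT and 73580 ± 9880 in *G9a* ΔHep liver (SD, n = 2 each; log2 fold change 0.02, SE 0.11, adjusted p = 0.972 from limma), with a sign that changed between settings. *Cdkn1a*, which encodes p21, had a log2 fold change of 1.15 (SE 0.57, adjusted p = 0.562) at its brighter probe set. Its signals there overlap between the groups, and the value was 0.39 without the first *G9a* ΔHep array. At its other probe set the signals did not overlap, at 1126 and 845.7 in WT and 2792 and 1162 in *G9a* ΔHep liver (log2 difference 0.88). The histone gene *H2ax* had a log2 fold change of -0.13 (SE 0.27) and *Actb*, which encodes β-actin, of -0.08 (SE 0.13), both of a sign that changed between settings. Outside the called genes, large decreases with an unadjusted limma p under 0.05 were those of *Obp2a* (-3.02, adjusted p = 0.121, and -2.41 without the first *G9a* ΔHep array) and of *Hsf2bp* and *Sfxn4*. The last 2 were Absent on both *G9a* ΔHep arrays and at least 6.77-fold and 3.75-fold higher in WT liver (adjusted p = 0.212 and 0.423), *Hsf2bp* at least 4.4-fold without the second *G9a* ΔHep array. *Efcab2*, *Phf21b*, *Epha4* and *Umps*, named after their values were seen, rank among the 10 largest differences with no detection filter. The probe sets ranked for the last 3 were Absent on all 4 arrays.

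Of 7 germline and testis genes past the detection filter none was called, over all genes or adjusted over the list alone (median -0.01, mean 0.05, camera adjusted p = 0.977; *Wfdc2* 0.32, *Prm1* -0.32, *Brdt* 0.49).

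More genes were detected on both *G9a* ΔHep arrays and on neither WT array (152) than the reverse (64), a ratio of 2.38, while the 2 splits that mix the genotypes, the first WT array with the second or with the first *G9a* ΔHep array against the rest, gave 100 against 52 and 67 against 102. If this came from the higher detection on the *G9a* ΔHep arrays, the excess would disappear among strong differences. With a 4-fold difference also required, 29 gains stood against 4 losses, a ratio of 7.25 (exact 95% interval over genes, not mice, 2.55 to 28.4), and the mixed splits gave 3 against 1 and 2 against 5, which argues against detection alone. Of 58 germline and testis genes, a list without *Spaca1* and *Psma8*, 1 was newly detected, *Hsf5*, at a log2 fold change of 0.01, against 151 of 18135 others, an odds ratio of 2.09 (95% interval 0.0517 to 12.3, Fisher's exact test, p = 0.386), so that no gene of the list is shown to rise and a release of such genes stays open with so few events. The loss of G9a in hepatocytes is among the open explanations.

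*Afp* (log2 fold change 3.46, SE 0.54, adjusted p = 0.0957, and 2.76 without the first *G9a* ΔHep array), *Tff3*, *Cyp17a1* and *Mmp7*, which was at least 7.34-fold higher (adjusted p = 0.151) and at least 4.24-fold without the first *G9a* ΔHep array, were each higher on both *G9a* ΔHep arrays, *Cyp17a1* alone past the threshold. The paper reports fewer and smaller tumours in *G9a* ΔHep mice, but tumour tissue in the samples could still bring such genes. It would also raise proliferation genes, whose median was 0.228 with a standard error of 0.19, within a standard error of the bound of 0.25 set against it, while the 17 other tumour list genes had a median of 0.681 (0.207 without the first *G9a* ΔHep array and 0.392 without the second WT array), so that tumour tissue and a change within non-tumorous liver cannot be told apart. More bile duct cells might do so as well. The mean log2 fold change of *Krt19*, *Krt7* and *Epcam* was 0.881 (standard error 0.31), but 3 of these 3 genes lacked a probe set Present on 2 arrays and *Krt19* itself was at 0.15, so that signals near the background keep this open.

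A candidate explanation of the ratios in Fig. 3D is that each is the ratio of 1 G9aDHep array to 1 WT array, with G9aDHep standing for *G9a* ΔHep. The printed ratios were read to the second decimal for this test. Of the 4 possible pairs, the first *G9a* ΔHep array over the first WT array gives all 10 printed ratios within 0.01, with a largest deviation of 0.005, and each of the other 3 pairs gives 0 of them. The paper's text does not say how the ratios were computed.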
